# Knockout of integrin αvβ6 protects against renal inflammation in chronic kidney disease by reduction of pro-inflammatory macrophages

**DOI:** 10.1038/s41419-024-06785-5

**Published:** 2024-06-06

**Authors:** Changjian Zhu, Ruilin Zheng, Xu Han, Ziwen Tang, Feng Li, Xinrong Hu, Ruoni Lin, Jiani Shen, Qiaoqiao Pei, Rong Wang, Guangyan Wei, Zhenwei Peng, Wei Chen, Zhou Liang, Yi Zhou

**Keywords:** Genetics research, Chronic kidney disease, Chronic inflammation, Cell signalling

## Abstract

Integrin αvβ6 holds promise as a therapeutic target for organ fibrosis, yet targeted therapies are hampered by concerns over inflammatory-related side effects. The role of αvβ6 in renal inflammation remains unknown, and clarifying this issue is crucial for αvβ6-targeted treatment of chronic kidney disease (CKD). Here, we revealed a remarkable positive correlation between overexpressed αvβ6 in proximal tubule cells (PTCs) and renal inflammation in CKD patients and mouse models. Notably, knockout of αvβ6 not only significantly alleviated renal fibrosis but also reduced inflammatory responses in mice, especially the infiltration of pro-inflammatory macrophages. Furthermore, conditional knockout of αvβ6 in PTCs in vivo and co-culture of PTCs with macrophages in vitro showed that depleting αvβ6 in PTCs suppressed the migration and pro-inflammatory differentiation of macrophages. Screening of macrophage activators showed that αvβ6 in PTCs activates macrophages via secreting IL-34. IL-34 produced by PTCs was significantly diminished by αvβ6 silencing, and reintroduction of IL-34 restored macrophage activities, while anti-IL-34 antibody restrained macrophage activities enhanced by αvβ6 overexpression. Moreover, RNA-sequencing of PTCs and verification experiments demonstrated that silencing αvβ6 in PTCs blocked hypoxia-stimulated IL-34 upregulation and secretion by inhibiting YAP expression, dephosphorylation, and nuclear translocation, which resulted in the activation of Hippo signaling. While application of a YAP agonist effectively recurred IL-34 production by PTCs, enhancing the subsequent macrophage migration and activation. Besides, reduced IL-34 expression and YAP activation were also observed in global or PTCs-specific αvβ6-deficient injured kidneys. Collectively, our research elucidates the pro-inflammatory function and YAP/IL-34/macrophage axis-mediated mechanism of αvβ6 in renal inflammation, providing a solid rationale for the use of αvβ6 inhibition to treat kidney inflammation and fibrosis.

## Introduction

Chronic kidney disease (CKD) is a global public health threat with high morbidity and mortality, affecting about 9.1-13.4% of the general population and causing over a million deaths annually worldwide [1]. Renal fibrosis is a common and dynamic pathological process that drives nearly all types of kidney dysfunction to progress to CKD, eventually resulting in renal failure [2]. However, current therapies for CKD primarily address symptoms rather than directly ameliorating kidney fibrosis [3]. Therefore, it is urgent to develop safe and effective treatments to halt this life-threatening process.

Integrin αvβ6 is a member of the integrin family, a group of transmembrane receptors that play crucial roles in cell adhesion and communication between cells and their surrounding extracellular matrix. Previous research showed that integrin αvβ6 is up-regulated during multiple organ fibrosis, e.g., lung, liver, and kidney, and promotes fibrosis via activating the key profibrotic mediator, transforming growth factor-β1 (TGF-β1). This has positioned it as a promising therapeutic target for organ fibrosis [4–8]. Recently, the inhibitor of αvβ6 has progressed to a clinical trial for idiopathic pulmonary fibrosis (IPF) [9]. However, this clinical trial suffered a setback due to severe, unforeseen safety concerns, as IPF patients receiving αvβ6 inhibitor experienced pulmonary inflammation-related complications, including pneumonia, bronchitis, and acute IPF exacerbation [10]. These adverse events are suspected to stem from the pro-inflammatory potential of TGF-β inhibition, highlighting inflammation as the major concern in αvβ6 interventions. However, the current understanding of αvβ6’s involvement in renal inflammation is not well-defined, which impedes further clinical advancement of this target in renal fibrosis. Hence, we aimed to uncover the exact role and mechanism of αvβ6 in renal inflammation during kidney fibrosis.

In the present study, by analyzing public sequencing datasets and experimental verification with kidney samples from CKD patients and murine models, we found that integrin αvβ6 was overexpressed in the proximal tubule cells (PTCs) after kidney injuries and throughout fibrogenesis, positively associating with the exacerbation of renal inflammation. Notably, knockout of αvβ6 in mice remarkably reduced pro-inflammatory macrophage infiltration and inflammation-related mediators, as well as subsequent kidney fibrosis. Further unbiased transcript sequencing and molecular analysis revealed that αvβ6 promoted tubular IL-34 production via activating the Hippo/YAP signaling pathway, which in turn potentiated macrophage infiltration and pro-inflammatory differentiation, leading to renal inflammation and fibrosis. Collectively, our data clarifies the function and detailed mechanism of αvβ6 in renal inflammation, endorsing the use of readily available αvβ6 inhibitors to down-regulate inflammation and fibrosis in CKD patients.

## Results

### Increased integrin αvβ6 in human CKD kidneys is positively associated with inflammatory mediators and immune infiltration

To explore the relationship between inflammation and integrin αvβ6 in kidney fibrosis, we initiated our study with a bioinformatic analysis of public RNA profiles from CKD patients. According to the inclusion criteria detailed in the methods, we selected the dataset GSE180394 [11], which contains kidney biopsies from healthy individuals and CKD patients with different etiologies, including diabetic nephropathy (DN), lupus nephritis (LN), hypertensive nephropathy (HN), IgA nephropathy (IgAN), focal segmental glomerulosclerosis (FSGS), membranous nephropathy (MN), and minimal change disease (MCD). Our finding from this dataset showed that *ITGB6*, the gene encoding integrin αvβ6, was elevated in the kidneys of CKD patients compared to healthy controls (Fig. 1A). Subsequently, a comprehensive correlation analysis between *ITGB6* and other genes in this dataset was performed. With the standard of *p* < 0.05 and correlation coefficient (r) > 0.35 [12, 13], 1430 positively correlated genes were screened out and then subjected to Gene Ontology (GO) functional analysis to decipher their biological functions (Fig. 1B). Interestingly, in addition to the typical functions of integrin αvβ6, such as cell adhesion, extracellular matrix organization, and cell-matrix adhesion, these *ITGB6*-correlated genes were significantly enriched in inflammation-related biological processes, such as inflammatory response, immune response, innate immune response, and positive regulation of inflammatory response (Fig. 1C). Moreover, positive correlations between *ITGB6* expression and inflammatory mediators, known to contribute to renal inflammation during fibrosis, were also observed, including *CXCL16*, *LCN2*, *CCL2*, *CXCL1*, *CCL5*, *SPP1*, *IL17RA*, *CCR2*, *CCL20*, *TNF*, *CX3CR1*, *IL1B*, *IL16*, *LIF*, and *CCL8* (Fig. 1D and Fig. S1) [14–27].

**Fig. 1:**
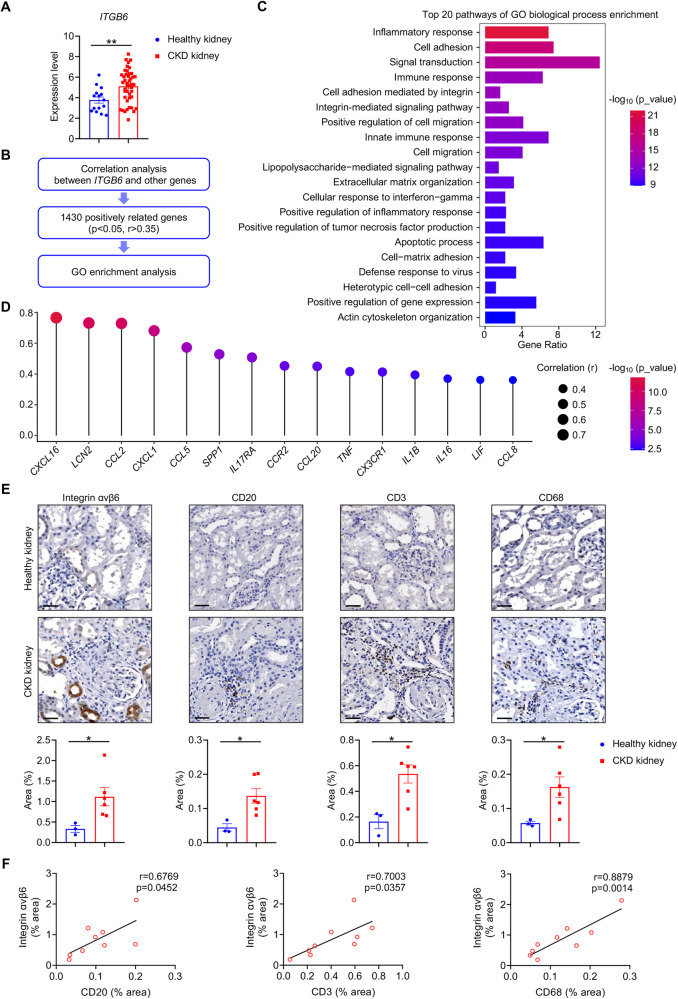
Increased integrin αvβ6 in human CKD kidneys is positively associated with inflammatory mediators and immune infiltration. **A** The expression levels of *ITGB6* in kidney specimens from healthy controls (*n* = 15) and CKD patients (*n* = 59) of dataset GSE180394 were compared. **B** A flow chart of correlation research between *ITGB6* and other genes. **C** GO functional enrichment analysis of the genes positively associated with *ITGB6*. GO, gene ontology. **D** The correlations between the transcription expression level of *ITGB6* and inflammatory mediators in kidney specimens of dataset GSE180394 were analyzed and visualized with lollipop graph. **E** Representative immunostaining images and comparisions of integrin αvβ6, CD20 (a marker of B cells), CD3 (a marker of T cells), and CD68 (a marker of macrophages) in human kidney sections from healthy controls (*n* = 3) and CKD patients (*n* = 6) (scale bar, 50 μm). **F** Correlations between integrin αvβ6 staining quantification and CD3, CD20, and CD68 staining quantifications were analyzed (*n* = 9). Data are presented as mean ± SEM of three biological replicates. Student’s *t* test (**A**, **E**), and Pearson correlation test (**D**, **F**) were performed. *p < 0.05; **p < 0.01.

Immune cells are critical in organ inflammation and are indicative of the kidney inflammatory state [28–30]. We next examined the association between integrin αvβ6 and inflammatory cell infiltration with immunocytochemistry staining in kidney biopsies from healthy controls and CKD patients (Table S1). Compared to normal kidneys, expression of αvβ6 and accumulation of CD20 positive B cells, CD3 positive T cells, and CD68 positive macrophages were markedly increased in CKD patient kidneys (Fig. 1E). Moreover, αvβ6 levels exhibited positive correlations with these immune cells (Fig. 1F).

To sum up, these bioinformatic and experimental results indicate that the elevation of integrin αvβ6 is likely involved in the aggravation of renal inflammation in CKD patients.

### Integrin αvβ6 deficiency reduces renal inflammation and pro-inflammatory macrophage infiltration in injured kidneys

To further characterize αvβ6 in renal inflammation, a unilateral renal ischemia-reperfusion injury (uIRI)-induced renal fibrosis murine model was adopted. Integrin αvβ6 was not obviously altered in the early phase after uIRI injury (day 1, 3) but was remarkably increased in the late phase (day 7, 14) (Fig. 2A). Therefore, we detected the inflammatory and fibrotic phenotypes in uIRI-7d and uIRI-14d mice, and identified severe inflammation and fibrosis in these damaged kidneys, indicated by the significantly increased inflammatory factors (*Tnf*, *Il1b*, *Ccl2*, and *Il6*), enhanced macrophage infiltration, and enlarged fibrotic area (Fig. S2A–C). Further correlation analysis showed that αvβ6 expression was positively associated with kidney inflammation in sham, uIRI-7d, and uIRI-14d mice (Fig. 2B). Consequently, we selected uIRI-7d for subsequent studies.

**Fig. 2:**
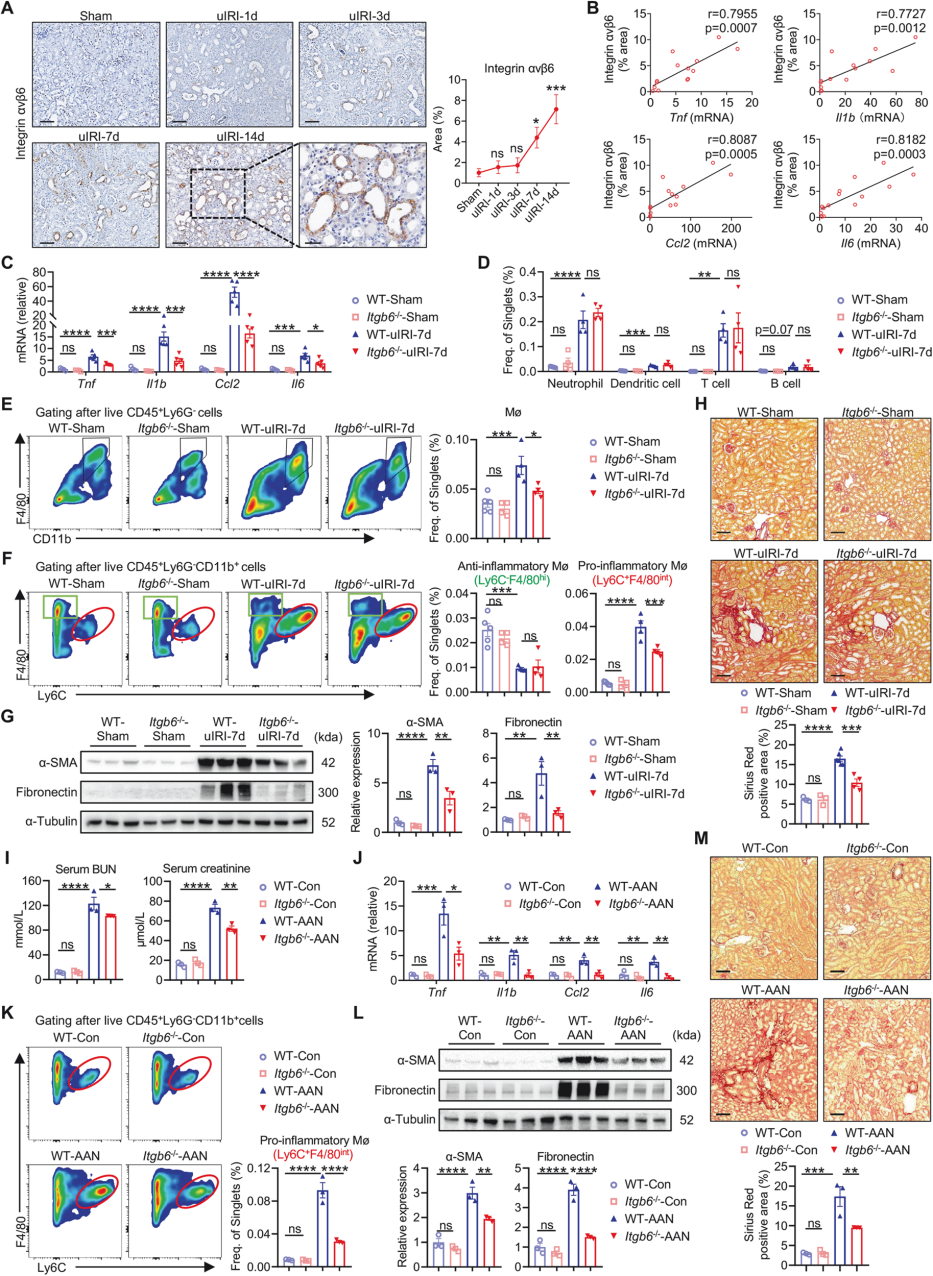
Integrin αvβ6 deficiency reduces renal inflammation and pro-inflammatory macrophage infiltration in injured kidneys. **A** Representative immunostaining images and quantification of integrin αvβ6 in kidney sections from sham and uIRI mice on days 1, 3, 7, and 14 (scale bar, 100 μm). The boxed area in the uIRI-14d panel is magnified in the right panel (scale bar, 50 μm). (*n* = 4-5 per group). **B** Correlations between integrin αvβ6 staining quantification and renal inflammation of sham, uIRI-7d, and uIRI-14d mice. For renal inflammation, see Fig. S2A, it is indicated by *Tnf*, *Il1b*, *Ccl2*, and *Il6* relative mRNA levels detected by qPCR (*n* = 14). **C** Relative mRNA levels of renal inflammatory factors (*Tnf*, *Il1b*, *Ccl2*, and *Il6*) in WT and *Itgb6*^-/-^ mice were detected by qPCR (*n* = 3–5 per group). **D**, **E** Neutrophils, dendritic cells, T cells, B cells, and macrophages in kidneys of sham or uIRI-7d mice were detected by flow cytometry and compared. The gating strategies and representative images of different immune cells are shown in Fig. S3A, B (*n* = 3–5 per group). **F** Comparisons of anti-inflammatory (Ly6c^-^F4/80^hi^) or pro-inflammatory (Ly6c^+^F4/80^int^) macrophages in kidneys of sham or uIRI-7d mice (*n* = 3–5 per group). **G** Western blot of α-SMA and fibronectin in sham or uIRI-7d kidneys. The quantifications of the relative levels of α-SMA/α-Tubulin and fibronectin/α-Tubulin are shown (*n* = 3 per group). **H** Representative images and quantifications of Sirius Red staining in kidney sections from sham or uIRI-7d mice (scale bar, 100 μm) (*n* = 3–6 per group). **I** Serum BUN and creatinine in control or AAN mice. (*n* = 3 per group). **J** Relative mRNA levels of renal inflammatory factors (*Tnf*, *Il1b*, *Ccl2*, and *Il6*) in control or AAN mice were detected by qPCR (*n* = 3 per group). **K** Comparison of pro-inflammatory (Ly6c^+^F4/80^int^) macrophages in control or AAN mice kidneys (*n* = 3 per group). **L** Western blot of α-SMA and fibronectin in control or AAN mice kidneys. The quantifications of the relative levels of α-SMA/α-Tubulin and fibronectin/α-Tubulin are shown (*n* = 3 per group). **M** Representative images and quantifications of Sirius Red staining in kidney sections from control or AAN mice (scale bar, 100 μm) (*n* = 3 per group). Data are presented as mean ± SEM of three biological replicates. One-way ANOVA (**A**, **C**–**M**), and Pearson correlation test (**B**) were performed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

We then established αvβ6 knockout (*Itgb6*^-/-^)-uIRI mice to determine the exact role of αvβ6 in renal inflammation and renal immune infiltration (Fig. S2D). There was no difference between wild-type (WT)- and *Itgb6*^-/-^-sham groups, but *Itgb6*^-/-^-uIRI-7d mice exhibited a significant reduction in mRNA expression levels of inflammatory indicators, such as *Tnf*, *Il1b*, *Ccl2*, and *Il6* compared to WT-uIRI counterparts (Fig. 2C), indicating that integrin αvβ6 was able to modulate renal inflammation induced by kidney injury. Besides, flow cytometry analysis revealed an increase in all detected immune cells in the injured kidneys. However, only the proportion of macrophages was reduced after *Itgb6* deletion, while other immune cells like neutrophils, dendritic cells, T cells, and B cells, remained unchanged (Fig. 2D, E and Fig. S3A, B). Macrophages were further classified into Ly6C^+^F4/80^int^ infiltrating pro-inflammatory subset and Ly6C^-^F4/80^hi^ resident anti-inflammatory subset [17, 31–33]. The former was up-regulated in uIRI kidneys, while the latter was down-regulated compared with sham control (Fig. 2F). Remarkably, the proportion of pro-inflammatory macrophages was approximately halved in *Itgb6*^-/-^-uIRI-7d mice, whereas the level of the anti-inflammatory subset remained unaffected (Fig. 2F), highlighting that αvβ6 predominantly regulates renal infiltration of inflammatory macrophages. Along with the reduction of inflammation, renal fibrosis in *Itgb6*^-/-^-uIRI-7d mice was significantly alleviated, manifested by lower expression of α-SMA and fibronectin as well as diminished Sirius red-stained area (Fig. 2G, H).

We then validated these findings in the aristolochic acid (AA) injection-induced nephropathy (AAN) mice, a renal fibrosis model with impaired renal function (Fig. 2I). We found that integrin αvβ6 was up-regulated in AAN mice kidneys as well (Fig. S2E), and *Itgb6*^-/-^-AAN mice kidneys also showed decreased renal inflammation, pro-inflammatory macrophages, and fibrosis compared to WT-AAN mice (Fig. 2J–M). Notably, αvβ6 knockout led to improved renal function in AAN mice, as evidenced by reduced blood urea nitrogen (BUN) and serum creatinine (Fig. 2I). Collectively, these results demonstrated that knockout of integrin αvβ6 attenuated renal inflammation during fibrotic progression, primarily by reducing inflammatory macrophage infiltration.

### Integrin αvβ6 knockdown on PTCs effectively blocks macrophage migration and proinflammatory differentiation

By analyzing public single-cell RNA sequencing (scRNA-seq) data from uIRI-7d mouse kidneys (GSE139506) [34], we found that *Itgb6* was mainly expressed in tubule cells, particularly within injured proximal tubules (Fig. S4A). To ascertain the precise tubular types αvβ6 expressed on, we performed co-staining of αvβ6 with renal tubular cell markers: lotus tetragonolobus lectin (LTL) for proximal tubules; peanut agglutinin (PNA) for distal convoluted tubules; and dolichos biflorus agglutinin (DBA) for collecting duct epithelium. The results revealed that integrin αvβ6 primarily co-localized with proximal tubular segments, with scant detection in distal tubules and collecting ducts (Fig. 3A). Additional co-staining of αvβ6 with kidney injury molecule 1 (KIM-1) showed that αvβ6 was predominantly expressed on the KIM-1-positive injured tubules (Fig. 3B). These immunostaining results, combined with the scRNA-seq data, demonstrate that αvβ6 was primarily produced by injured PTCs. Therefore, we generated *Itgb6*^*fl/fl*^*Pepck-Cre* mice with PTCs-specific αvβ6 knockout and conducted uIRI (Fig. 3C and Fig. S4B). Compared to *Itgb6*^*fl/fl*^-IRI-7d controls, *Itgb6*^*fl/fl*^*Pepck-Cre*-IRI-7d mice exhibited similar alleviation of kidney inflammation and fibrosis as systemic *Itgb6* knockout mice (Fig. 3D–G). These results emphasized that it is the proximal tubular αvβ6 that promotes renal inflammation and fibrosis after kidney injury.

**Fig. 3:**
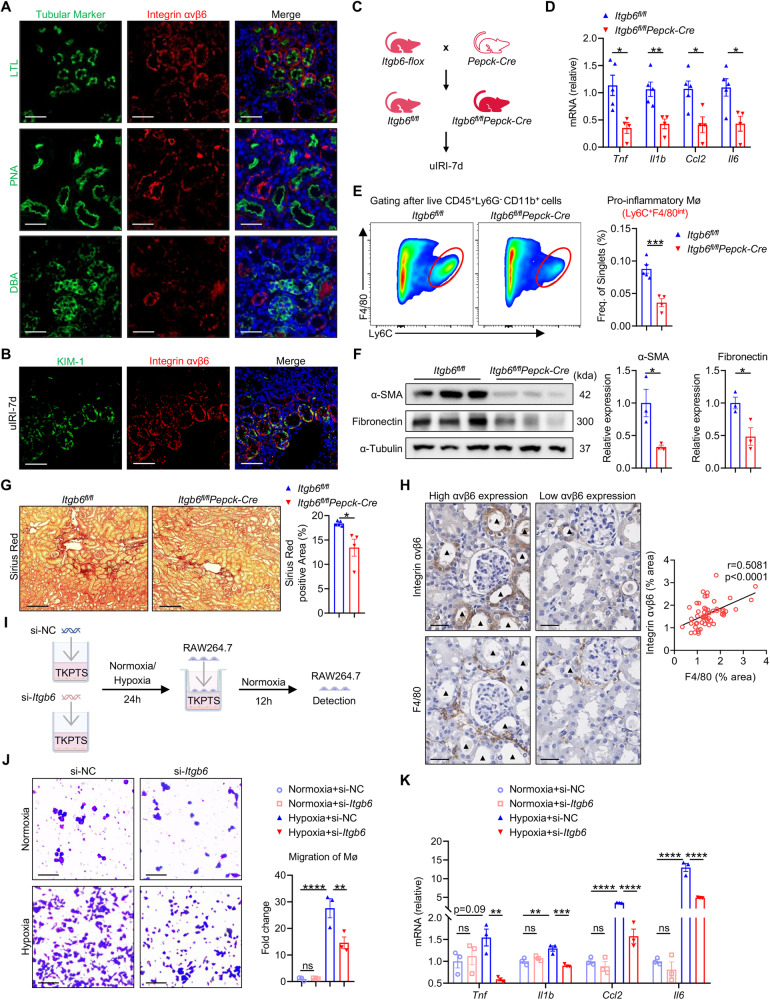
Integrin αvβ6 knockdown on PTCs effectively blocks macrophage migration and proinflammatory differentiation. **A** Immunofluorescence staining for different segment-specific tubular markers (green), integrin αvβ6 (red), and DAPI (blue) in WT-uIRI-7d kidney sections (scale bar, 50 μm). Segment-specific tubular markers were used as follows: proximal tubule, LTL; distal tubule, PNA; and collecting duct, DBA. **B** Immunofluorescence staining for KIM-1 (green), integrin αvβ6 (red), and DAPI (blue) in uIRI-7d kidney sections (scale bar, 50 μm). **C** Schematic of generating *Itgb6*^*fl/fl*^*Pepck-Cre* or *Itgb6*^*fl/fl*^ mice which delete αvβ6 specific in PTCs or not and experimental design. **D** Relative mRNA levels of renal inflammatory factors (*Tnf*, *Il1b*, *Ccl2*, and *Il6*) in *Itgb6*^*fl/fl*^*Pepck-Cre*- or *Itgb6*^*fl/fl*^-uIRI-7d mice were detected by qPCR (*n* = 4-5 per group). **E** Comparison of pro-inflammatory (Ly6c^+^F4/80^int^) macrophages in *Itgb6*^*fl/fl*^*Pepck-Cre*- or *Itgb6*^*fl/fl*^-uIRI-7d mice kidneys (*n* = 4-5 per group). **F** Western blot of α-SMA and fibronectin in *Itgb6*^*fl/fl*^*Pepck-Cre*- or *Itgb6*^*fl/fl*^-uIRI-7d mice kidneys. The quantifications of the relative levels of α-SMA/α-Tubulin and fibronectin/α-Tubulin are shown (*n* = 4-5 per group). **G** Representative images and quantifications of Sirius Red staining in kidney sections from *Itgb6*^*fl/fl*^*Pepck-Cre*- or *Itgb6*^*fl/fl*^-uIRI-7d mice (scale bar, 100 μm) (*n* = 4-5 per group). **H** Representative immunostaining images and correlation analysis of integrin αvβ6 and F4/80 in kidney serial sections from WT-uIRI-7d mice (scale bar, 50 μm). Black triangles indicate αvβ6-expressing tubules in serial sections (*n* = 56 fields from 6 mice). **I** Schematic of the in vitro co-culture system. TKPTS cells transfected with si-NC or si-*Itgb6* were pre-stimulated with hypoxia for 24 h or not, and then co-cultured with RAW264.7 cells for 12 h. **J**, **K** Migration and pro-inflammatory differentiation of RAW264.7 cells after co-culturing with si-NC or si-*Itgb6*-transfected TKPTS cells under the hypoxic stimulation or not (scale bar, 25 μm). Pro-inflammatory differentiation is indicated by relative mRNA levels of inflammatory factors (*Tnf*, *Il1b Ccl2*, and *Il6*) (*n* = 3 per group). Data are presented as mean ± SEM of three biological replicates. Student’s *t*-test (**D**–**G**), Pearson correlation test (**H**), and one-way ANOVA (**J**, **K**) were performed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

Considering αvβ6’s role in facilitating macrophage infiltration, as we described above, we then performed immunostaining of αvβ6 and F4/80 with serial kidney sections from uIRI-7d mice to evaluate the spatial relationship between αvβ6-expressing tubules and macrophages. We found that regions with high αvβ6 expression were adjacent with more macrophages than areas with lower expression and αvβ6 expression levels were positively correlated with the presence of macrophages (Fig. 3H), indicating that αvβ6 expression by injured proximal tubules is closely related to macrophage infiltration after kidney damage.

Next, to validate the role of αvβ6 in the interactions between PTCs and macrophages, we established an in vitro transwell co-culture system. PTCs (TKPTS) transfected with si-RNA (si-NC or si-*Itgb6*) were hypoxically stimulated for 24 h or not, and then co-cultured with macrophages (RAW264.7) under normoxic conditions for 12 h (Fig. 3I). Hypoxia was shown to up-regulate αvβ6 expression in PTCs, while si-*Itgb6* effectively down-regulated it (Fig. S4C, D). Additionally, under hypoxic conditions, PTCs markedly attracted macrophages to migrate in the transwell chambers, and *Itgb6* silencing alleviated this response (Fig. 3J). Moreover, si-*Itgb6* transfection suppressed the pro-inflammatory activation of macrophages induced by hypoxic PTCs, represented by the decreased expression levels of *Tnf*, *Il1b*, *Ccl2*, and *Il6* (Fig. 3K).

Altogether, we can conclude that proximal tubular αvβ6 can promote the migratory and pro-inflammatory abilities of macrophages to exacerbate renal inflammation and fibrosis.

### Proximal tubular integrin αvβ6 facilitates macrophage migration and activation through upregulation and secretion of IL-34

Recognizing that αvβ6 is mainly located on the cell membrane but not known to be secreted [35], we hypothesized the existence of an αvβ6-controlled mediator facilitates communication between these two cells. Thus, we performed a comprehensive qPCR screening for common activators of macrophage in tubular cells, including *Ccl2*, *Csf1*, *Csf2*, *Tnf*, *Hmgb1*, *Mif*, *Cxcl2*, *Ccl1*, *Ccl3*, *Ccl5*, *Ccl7*, *Ccl19*, *Ccl20*, *Il1b*, *Il6*, and *Il34* [36–51]. Following hypoxia stimulation, most of these mediators in PTCs were strongly up-regulated; however, *Itgb6* deletion only inhibited the increase of *Mif*, *Il1b*, and *Il34*, with *Il34* showing the most prominent reduction (Fig. 4A). These changes of IL-34 were confirmed by western blot (Fig. 4B). We further examined secreted IL-34 levels in tubular culture supernatants and observed similar alterations (Fig. 4C), indicating that secreted IL-34 regulated by tubular αvβ6 may serve as an intermediary between PTCs and macrophages.

**Fig. 4:**
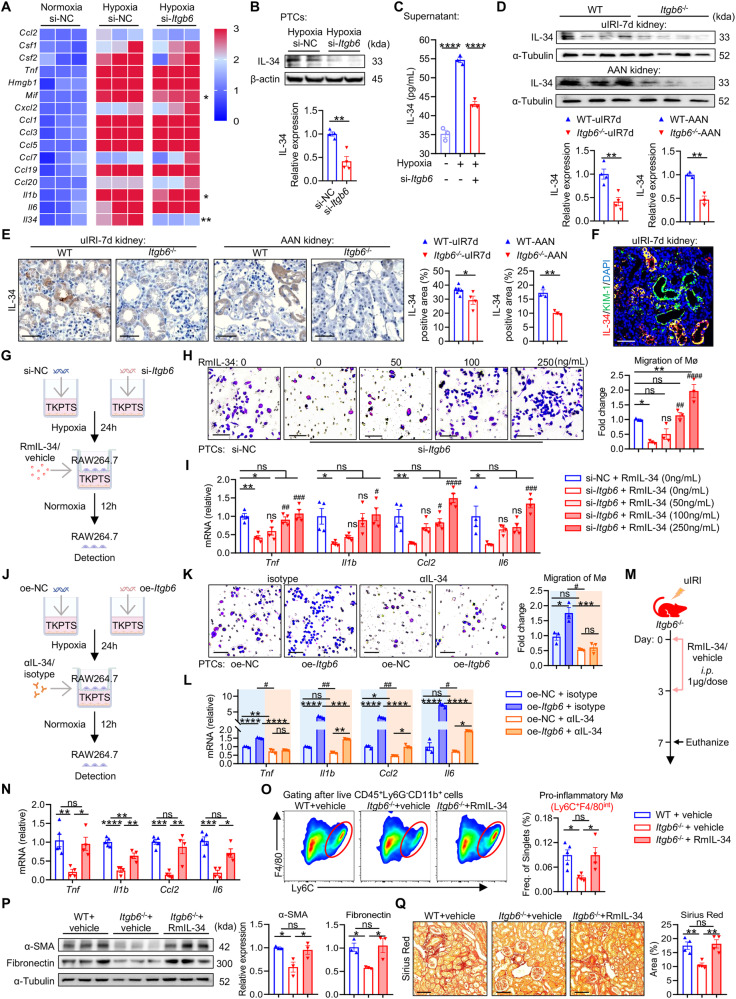
Proximal tubular integrin αvβ6 facilitates macrophage activities through upregulation and secretion of IL-34. **A** TKPTS cells transfected with si-NC or si-*Itgb6* were pre-stimulated with hypoxia for 24 h or not, and then the relative mRNA levels of macrophage activators in TKPTS cells were detected with qPCR and shown with heatmap (*n* = 3 per group). **B** Western blot of IL-34 in si-NC- or si-*Itgb6*-transfected hypoxic TKPTS cells. The quantification of the relative levels of IL-34/β-actin is shown (*n* = 4 per group). **C** TKPTS cells transfected with si-NC or si-*Itgb6* were pre-stimulated with hypoxia for 24 h or not, and then IL-34 in supernatant was detected by ELISA (*n* = 3 per group). **D**, **E** Western blot and immunostaining of IL-34 in uIRI-7d or AAN kidneys from WT and *Itgb6*^-/-^ mice (scale bar, 50 μm). The quantification of the relative levels of IL-34/α-Tubulin and quantification of IL-34 positive area proportion are shown (*n* = 3–5 per group). **F** Immunofluorescence staining for IL-34 (red), KIM-1 (green), and DAPI (blue) in WT-uIRI-7d kidney sections (scale bar, 50 μm). **G** Schematic of an in vitro rescue experiment. TKPTS cells transfected with si-NC or si-*Itgb6* were pre-stimulated with hypoxia for 24 h or not, and then co-cultured with RAW264.7 cells for 12 h. RmIL-34 or vehicle was supplemented into the co-culture system as indicated. **H**, **I** Migration and pro-inflammatory differentiation of RAW264.7 cells in the co-culture system (scale bar, 25 μm) (*n* = 3-4 per group). **J** Schematic of another in vitro reverse rescue experiment. TKPTS cells transfected with oe-NC or oe-*Itgb6* plasmids were pre-stimulated with hypoxia for 24 h or not, and then co-cultured with RAW264.7 cells for 12 h. Anti-IL-34 antibody (αIL-34) or isotype control (10 μg/mL) was added into the co-culture system as indicated. **K**, **L** Migration and pro-inflammatory differentiation of RAW264.7 cells in the co-culture system (scale bar, 25 μm) (*n* = 3 per group). **M** Schematic of an in vivo rescue experiment. *Itgb6*^-/-^ mice were intraperitoneally supplemented with recombinant mouse IL-34 (rmIL-34) or vehicle (1 μg/dose) immediately and 3 days after uIRI, and WT-IRI-7d mice received vehicle served as controls. **N** Relative mRNA levels of renal inflammatory factors (*Tnα*, *Il1b*, *Ccl2*, and *Il6*) in WT and *Itgb6*^-/-^ mice supplemented with rmIL-34 or vehicle were detected by qPCR (*n* = 4-5 per group). **O** Comparison of pro-inflammatory (Ly6c^+^F4/80^int^) macrophages in WT and *Itgb6*^-/-^ mice supplemented with rmIL-34 or vehicle (*n* = 4-5 per group). **P** Western blot of α-SMA and fibronectin in kidneys of WT and *Itgb6*^-/-^ mice supplemented with rmIL-34 or vehicle. The quantifications of the relative levels of α-SMA/α-Tubulin and fibronectin/α-Tubulin are shown (*n* = 3 per group). **Q** Representative images and quantifications of Sirius Red staining in kidney sections from WT and *Itgb6*^-/-^ mice supplemented with rmIL-34 or vehicle (scale bar, 100 μm) (*n* = 4-5 per group). Data are presented as mean ± SEM of three biological replicates. Student’s *t*-test (**B**, **D**, **E**, **K**, **L**) and one-way ANOVA (**C**, **H**–**Q**) were performed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. ^#^*p* < 0.05; ^##^*p* < 0.01; ^###^*p* < 0.001; ^####^*p* < 0.0001; compared with si-*Itgb6* + rmIL-34 group (0 ng/mL) (**H**, **I**); ^#^*p* < 0.05; ^##^*p* < 0.01; up-regulated degree by oe-*Itgb6* was compared between isotype (light blue background) and αIL-34 group (light orange background) (**K**, **L**); ns, not significant.

Modulation of IL-34 was also detected in mouse kidneys. *Itgb6* knockout had no impact on renal IL-34 expression in the sham group (Fig. S5A, B), but obviously lessened the upregulation of IL-34 in uIRI-7d and AAN kidneys (Fig. 4D and Fig. S5C, D). Immunostaining displayed less renal tubular IL-34 in *Itgb6*^-/-^-uIRI/AAN mice than WT-uIRI/AAN mice as well (Fig. 4E). Notably, similar to the expression pattern of αvβ6, IL-34 was primarily expressed in injured proximal tubules [34] (Fig. S5H and Fig. 4F), and conditionally knocking out αvβ6 in PTCs resulted in a comparable reduction of tubular IL-34 (Fig. S5E–G). These results indicate that IL-34 is a downstream cytokine regulated by αvβ6 in PTCs.

We then conducted in vitro experiments to confirm IL-34’s role in mediating tubular αvβ6-regulated macrophage activation. Firstly, we set up a rescue experiment where recombinant mouse IL-34 (rmIL-34) was supplemented to the co-culture system of si-*Itgb6*-transfected TKPTS and RAW264.7 cells (Fig. 4G). We found that the addition of rmIL-34 restored the migration and pro-inflammatory differentiation of macrophages inhibited by si-*Itgb6*-transfected PTCs, in a concentration-dependent manner (Fig. 4H, I). In addition, TKPTS cells with or without overexpression of αvβ6 (oe-*Itgb6* or oe-NC) (Fig. S5I) were co-cultured with macrophages in the presence of an anti-IL-34 antibody (αIL-34) or isotype control (Fig. 4J). Under hypoxic conditions, overexpression of αvβ6 in PTCs markedly enhanced the migration of macrophages and their production of inflammatory mediators. However, these upregulation effects by αvβ6 overexpression were effectively inhibited after αIL-34 application (Fig. 4K, L).

Finally, we validated IL-34’s role in vivo by supplementing rmIL-34 to *Itgb6*^-/-^-IRI-7d mice (Fig. 4M). The addition of rmIL-34 effectively restored the levels of renal inflammatory factors, pro-inflammatory macrophage infiltration, and the extent of subsequent fibrosis in *Itgb6*^-/-^-IRI-7d mice, to those seen in WT-IRI-7d (Fig. 4N–Q). Consequently, these data demonstrate that IL-34 mediated αvβ6-regulated renal inflammation and fibrosis after kidney injury. A recent study [52] has reported that IL-34 may up-regulate the polarization of M2 macrophage, a critical contributor to renal fibrosis [28], after renal transplantation. Similarly, here, we observed that the proportion of renal M2 macrophage in *Itgb6*^-/-^-uIRI mice was obviously decreased compared to WT-uIRI mice, and rmIL-34 supplementation tended to restore the level of M2 macrophage (Fig. S5J), indicating that integrin αvβ6 may also influence M2 macrophage polarization via upregulation of IL-34, thereby potentially contributing to renal fibrosis.

### Loss of integrin αvβ6 suppresses the activation of tubular Hippo/YAP signaling pathway

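RNA-sequencing was made from 4 libraries of hypoxic TKPTS cells, 2 transfected with the control siRNA (si-NC, replicates 2 and 3) and 2 with the *Itgb6* siRNA (si-*Itgb6*, replicates 1 and 3). TKPTS cells are a mouse renal proximal tubular cell line, which the sample labels call TKPT. The cells were kept for 24 h in 1% O2, 5% CO2 and 94% N2 and then for 12 h in normal oxygen, while the labels give 96% N2. Polyadenylated RNA was sequenced in pairs without strand information, so reads of genes that overlap on opposite strands cannot be told apart. The authors deposited the estimated counts of each gene, not normalized, together with FPKM values, and the paper's text does not name the aligner, the counting tool or the genome build. The totals were 16205227 and 17220281 counts in si-NC replicates 2 and 3, and 15435074 and 16693519 counts in si-*Itgb6* replicates 1 and 3. The estimated counts were rounded to whole numbers, normalized by edgeR's TMM method and compared with edgeR's quasi-likelihood test, since the paper names edgeR. The test covered the 11727 genes kept by edgeR's filter on low counts, of 22063 genes listed. Counts of the 2 si-NC libraries differed by a chi-square of 3.21 per gene, and those of the 2 si-*Itgb6* libraries by 4.04 per gene, so replicates differed by more than the sampling noise.
The siRNA sense strand in Table S4, GCAACTTTAGACTGGGCTT without its overhang, was matched to the transcripts of GENCODE vM21 (GRCm38), a build that may not be the one the authors used. The target of 19 bases was found in 6 transcripts of 1 gene, *Itgb6* (ENSMUSG00000026971). It lies on the minus strand of chromosome 2 from 60668360 to 60668378, in the coding sequence, within exon 7 of 18 of transcript ENSMUST00000028348.8. *Itgb6*, which spans 60598292 to 60722643 on that chromosome, had 285 and 284 counts in si-NC replicates 2 and 3 and 279 and 260 counts in si-*Itgb6* replicates 1 and 3. Normalized to library size (CPM), this was 17.0 ± 0.730 CPM (SD, n = 2) in si-NC and 16.9 ± 1.58 CPM (SD, n = 2) in si-*Itgb6*. The log2 fold change was -0.0051 with a standard error of 0.13 and a 95% confidence interval from -0.27 to 0.26, and the adjusted p was 0.991 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Itgb6* mRNA was therefore not lower in the libraries labelled si-*Itgb6* by more than the spread between replicates, and the groups are named by their labels throughout. Leaving out 1 library at a time gave log2 fold changes from -0.10 to 0.09, and the sign changed with the library left out.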

To delve deeper into the mechanism by which αvβ6 modulates IL-34 expression, an unbiased RNA-sequencing of si-NC and si-*Itgb6*-transfected hypoxic TKPTS cells was performed. Based on previous research [53], we utilized the screening criteria of *p*-value < 0.05 and |fold change| > 1.2, and identified 365 down-regulated and 256 up-regulated differential expressed genes (DEGs) after *Itgb6* silencing, which were visualized with Volcano plot (Fig. 5A). 

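At an unadjusted p under 0.05 and a fold change over 1.2, 610 genes were lower and 512 genes were higher in the libraries labelled si-*Itgb6* than in those labelled si-NC, out of the 11727 genes tested. By chance, about 586 of the genes tested would pass the p threshold alone, and fewer would pass both thresholds. With Benjamini-Hochberg adjustment of the same edgeR test, 542 genes had an adjusted p under 0.05, of which 295 were lower and 247 higher. The called genes had a median absolute log2 fold change of 0.39, and 86 of them changed more than 2-fold. In 1100 of the 1122 called genes the libraries of the groups did not overlap. That was also so in 49.2% of all genes tested, where chance gives 33.3%. Of the single changes of test, normalization or filter, DESeq2's Wald test moved the numbers most, to 383 lower and 320 higher genes. The log2 fold changes fell with the GC content of the transcripts (Spearman's rho -0.364 across genes, which are not independent replicates). With the trends on GC content and transcript length removed, 421 genes were lower and 422 higher.
Among the genes labelled in Fig. 5A, *Ajuba* (ENSMUSG00000022178) had 69.7 ± 6.20 CPM (SD, n = 2) in si-NC and 47.5 ± 4.33 CPM (SD, n = 2) in si-*Itgb6*. Its log2 fold change was -0.55 with a standard error of 0.09 (adjusted p = 0.000136, edgeR, Benjamini-Hochberg), and its estimated count was not whole in 1 library. *Yap1* (ENSMUSG00000053110; chromosome 9 from 7931999 to 8004596 in GRCm38) had 1486 and 1298 counts in si-NC replicates 2 and 3 and 998 and 1142 counts in si-*Itgb6* replicates 1 and 3. Its log2 fold change was -0.31 with a standard error of 0.08 (adjusted p = 0.0239, edgeR, Benjamini-Hochberg), and its exons overlap those of *Gm20416*. Without si-NC replicate 2 the log2 fold change of *Yap1* was -0.17, and with DESeq2 its adjusted p was 0.0614. *Wtip* had a log2 fold change of -0.37 and *Mob1b* of 0.30, with adjusted p-values of 0.0628 and 0.0568 from edgeR. With the GC and length trends removed, *Yap1* and *Ajuba* remained called, at -0.34 and -0.42, while *Wtip* at -0.15 and *Mob1b* at 0.17 did not. *Il34* (ENSMUSG00000031750), whose exons overlap those of *Gm15894* and *Gm15895*, had 148 and 173 counts in si-NC replicates 2 and 3 and 167 and 152 counts in si-*Itgb6* replicates 1 and 3. Its log2 fold change of 0.07, with a standard error of 0.17 and a 95% confidence interval from -0.28 to 0.41, did not differ from 0 (adjusted p = 0.884, edgeR, Benjamini-Hochberg), and its sign changed without si-NC replicate 2 or si-*Itgb6* replicate 1.
The lower gene with the largest change was *Pakap*, with 64 and 63 counts in si-NC and 0 in both si-*Itgb6* libraries, at least 18.8-fold lower when set against a floor of 3 counts. Its exons overlap those of *Akap2* and *Palm2*, and its estimated counts were not whole in 2 libraries. The next lower genes were *Gm49450*, *B430305J03Rik*, *Lingo3* and *Snai1*, with log2 fold changes of -3.68, -2.99, -2.32 and -2.10. Across the 4 fits that each left out 1 library these ranged from -1.77 to -3.15 for *Lingo3* and from -1.61 to -2.47 for *Snai1*. For *Gm49450* they ranged from -2.73 to -3.99 and for *B430305J03Rik* from -2.04 to -3.50, apart from the fits without si-*Itgb6* replicate 3, which gave -9.81 and -8.22 because the remaining si-*Itgb6* library had 0 counts, so that these 2 values give no size. The exons of *Gm49450* overlap those of *Tuba1a* and *Tuba1b*, and those of *B430305J03Rik* overlap *Rap2b*.

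**Figure D1:**
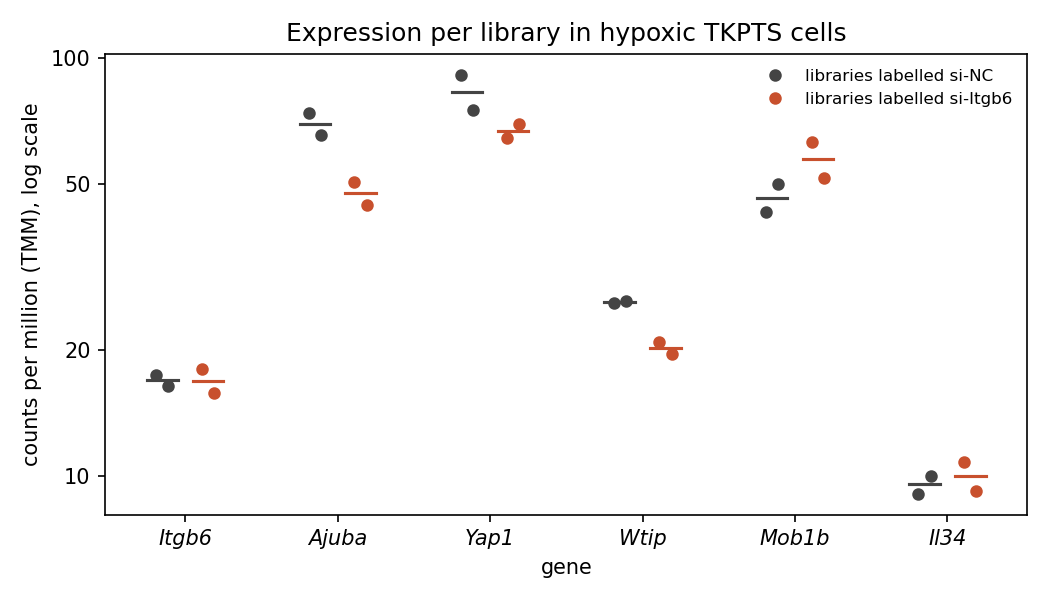
CPM values (TMM normalization, log scale) of *Itgb6*, the genes labelled in Fig. 5A and *Il34* in each library of hypoxic TKPTS cells. Points are single libraries and bars are the means of the 2 libraries labelled si-NC (grey) and the 2 labelled si-*Itgb6* (orange). The libraries of the groups overlap for *Itgb6* and *Il34* and do not overlap for *Ajuba*, *Yap1*, *Wtip* and *Mob1b*.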

KEGG functional enrichment analysis of these DEGs highlighted the Hippo signaling pathway as significantly enriched in the term of “signal transduction” (Fig. 5B). 

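The deposited table holds the authors' KEGG annotation of each gene, in which the term Hippo signaling pathway - multiple species has 28 genes. Of these, 24 were among the 5094 tested genes with a KEGG pathway, and 6 were among the 486 called genes of that background. The called genes were *Ajuba*, *Wtip* and *Yap1*, which were lower in the libraries labelled si-*Itgb6*, and *Lats1*, *Mob1b* and *Rassf6*, which were higher. The odds ratio was 3.19 (p = 0.0222, one-sided Fisher's exact test), and over 345 terms the Benjamini-Hochberg adjusted p was 1. Among the 29 terms of the class Signal transduction it had the smallest p, with a Benjamini-Hochberg adjusted p within the class of 0.532, and of 0.0567 when the genes were called with DESeq2 (one-sided Fisher's exact test). The term of the name that Fig. 5B prints, Hippo signaling pathway, had 15 of 121 tested genes called and ranked 8 in the class (exact p = 0.175), and Hippo signaling pathway - fly ranked 3 (exact p = 0.0550). This term and its class were used after the annotation had been found in the table, and the class after the results had been seen. In a list of 36 Hippo components written before the data were examined, of which 30 were tested, the same 6 genes were called (odds ratio 2.37, p = 0.0613, one-sided Fisher's exact test). That list holds the 4 genes that the study labels in Fig. 5A from these libraries, so it is not independent of them. No member of either was called when the fold change had to be over 1.5. With the GC and length trends removed, 3 of the 24 genes of the KEGG term were called (odds ratio 1.93, p = 0.229, one-sided Fisher's exact test), and the term stood at rank 7 of its class. As a set without a calling threshold, the 30 tested components had a median log2 fold change of -0.028, with 17 lower and 13 higher. They were not shifted in a common direction (adjusted p = 0.913 over 12 lists, limma's camera, Benjamini-Hochberg). The list holds both the kinases of the pathway and YAP, which they inhibit. Opposite changes, as of *Lats1* and *Yap1* here, would cancel in this test, so it cannot exclude a change in the pathway. *Lats1*, a kinase of the pathway, had a log2 fold change of 0.28 (adjusted p = 0.0422, edgeR, Benjamini-Hochberg), which fell to 0.22 (adjusted p = 0.160) with these trends removed. Its adjusted p was also above 0.05 with DESeq2 (0.0982), RLE factors (0.0511) and library size only (0.0780). The paper states an enrichment of this pathway among its differentially expressed genes, within the terms of signal transduction.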

The Hippo pathway, known for its role in suppressing cell proliferation and regulating tissue homeostasis and organ size, has recently been reported to be implicated in mediating IL-34 expression in breast cancer cells [54]. This led to the hypothesis that αvβ6 might regulate IL-34 expression through the Hippo signaling pathway. Subsequently, a detailed examination of pathway-related genes revealed that yes-associated protein (YAP), a central effector of the Hippo pathway, was significantly down-regulated following *Itgb6* silencing (Fig. 5C). Further western blot confirmed that hypoxia induced a remarkable increase of total YAP expression in TKPTS cells, which was negated in the absence of αvβ6 (Fig. 5D). Therefore, it is reasonable to speculate that αvβ6 might regulate YAP expression thus inhibiting the Hippo pathway, culminating in IL-34 up-expression. In addition, once the Hippo kinase cascade is suppressed, YAP is dephosphorylated, activated, and translocated into the nucleus to initiate transcriptional programs. Therefore, we then detected the phosphorylated YAP (p-YAP) and nuclear translocation of YAP through western blot and immunocytochemistry staining to examine its activation. Notably, p-YAP expression was elevated after silencing *Itgb6* (Fig. 5D). Besides, under normoxic conditions, YAP was predominantly distributed within the cytoplasm of PTCs, and there was no obvious difference between si-NC and si-*Itgb6*-transfected groups. However, hypoxia led to a surge in nuclear YAP, indicative of its translocation from cytoplasm to nucleus. This shift was reversed by si-*Itgb6* treatment, which confined YAP within the cytosol with minimal nuclear presence (Fig. 5E).

**Fig. 5:**
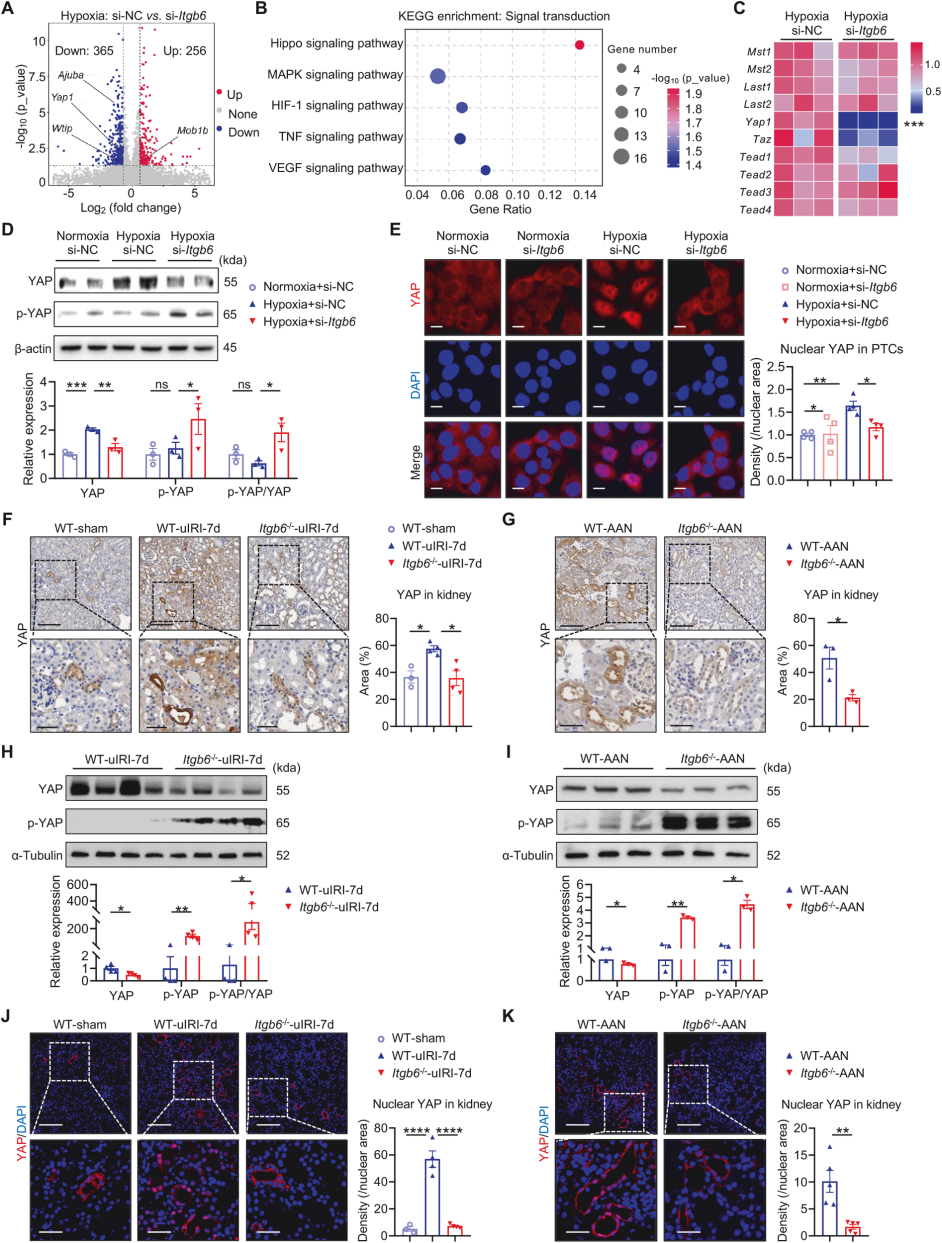
Loss of integrin αvβ6 suppresses the activation of tubular Hippo/YAP signaling pathway. **A** DEGs obtained from the comparisons between si-NC and si-*Itgb6*-transfected hypoxic TKPTS cells in RNA-sequencing. **B** KEGG enrichment analysis of DEGs in RNA-sequencing. **C** Relative mRNA levels of the important molecules in the Hippo/YAP pathway in si-NC or si-*Itgb6*-transfected hypoxic TKPTS cells were detected by qPCR (*n* = 3 per group). **D** Western blot of total YAP and Ser127-phosphorylated YAP (p-YAP) in si-NC or si-*Itgb6*-transfected hypoxic TKPTS cells. The quantifications of the relative levels of t-YAP/β-actin, p-YAP/β-actin, and p-YAP/YAP are shown (*n* = 3 per group). **E** Representative images of immunofluorescence staining for YAP (red) and DAPI (blue) in si-NC- or si-*Itgb6*-transfected TKPTS cells under the hypoxic stimulation or not. Semi-quantification of nuclear YAP expression is shown (Scale bar, 10 µm) (*n* = 4 per group). **F**, **G** Immunostaining of YAP in uIRI-7d (**F**) or AAN (**G**) kidneys from WT and *Itgb6*^-/-^ mice. The quantification of YAP positive area proportion is shown (scale bar, 100 μm). The boxed area in the upper panels is magnified in the lower panels (scale bar, 50 μm) (*n* = 4 per group). **H**, **I** Western blot of YAP and p-YAP in uIRI-7d (**H**) or AAN (**I**) kidneys from WT and *Itgb6*^-/-^ mice. The quantifications of the relative levels of YAP/α-Tubulin, p-YAP/α-Tubulin, and p-YAP/YAP are shown (*n* = 3-4 per group). **J**, **K** Representative images of immunofluorescence staining for YAP (red) and DAPI (blue) in uIRI-7d (**J**) or AAN (**K**) kidneys from WT and *Itgb6*^-/-^ mice. Semi-quantification of nuclear YAP expression is shown (Scale bar, 50 µm). The boxed area in the upper panels is magnified in the lower panels (scale bar, 25 μm) (*n* = 3-4 per group). Data are presented as mean ± SEM of three biological replicates. One-way ANOVA (**D**–**F**, **J**), and Student’s *t*-test (**G**–**I**, **K**) were performed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

Similar results were observed in vivo. Compared to control mice, YAP expression and nuclear translocation in renal tubules of uIRI-7d and AAN mice was significantly increased, and this upregulation was abolished after either global or PTCs-specific deletion of *Itgb6*, whereas p-YAP level was significantly up-regulated in the absence of αvβ6 (Fig. 5F–K, and Fig. S6A–F). In summary, these results suggested that αvβ6 could enhance tubular YAP expression and activate tubular YAP by inhibiting its phosphorylation-mediated degradation and promoting its nuclear translocation.

### YAP activation is essential for the role of integrin αvβ6 in the regulation of IL-34 and macrophages

Since the Hippo/YAP signaling pathway was remarkably regulated by αvβ6, it raised the question of whether it mediates αvβ6’s regulatory effects on IL-34 expression and macrophage infiltration after kidney injury. To explore this, we added XMU-MP-1, a YAP agonist that could activate YAP by suppressing its phosphorylation, into the culture supernatant of hypoxic TKPTS cells (Fig. 6A). Notably, XMU-MP-1 augmented both mRNA and protein levels of IL-34, reversing the reduction of IL-34 induced by *Itgb6* silencing (Fig. 6B, C). Concurrent with IL-34’s alteration, XMU-MP-1 significantly increased the migratory and pro-inflammatory abilities of macrophages and counteracted the suppressive effects induced by si-*Itgb6* transfection (Fig. 6D, E). These results indicated that YAP was a crucial link connecting proximal tubular αvβ6 and IL-34-activated macrophages.

**Fig. 6:**
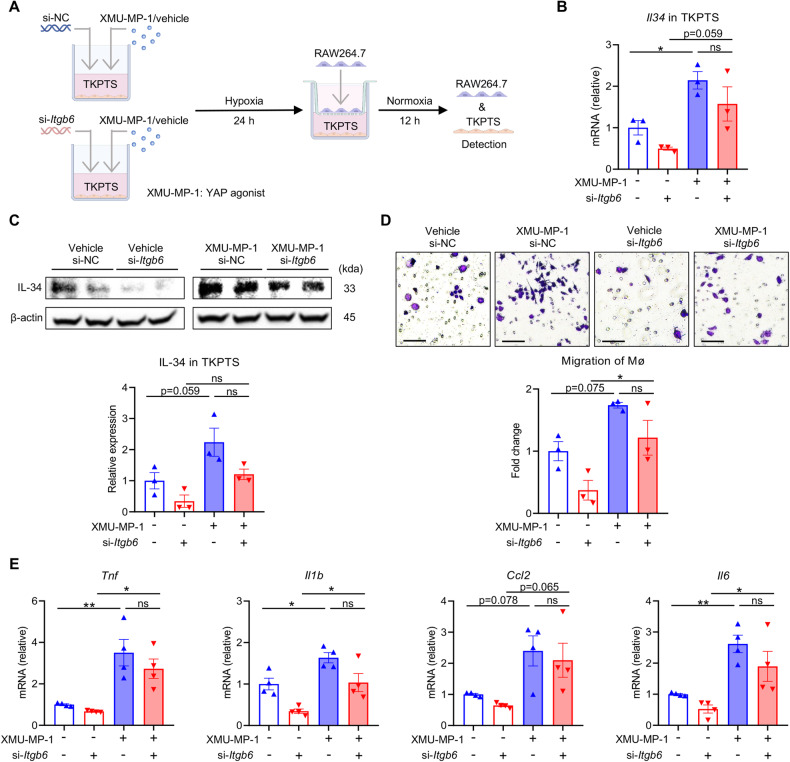
YAP activation is essential for the role of integrin αvβ6 in the regulation of IL-34 and macrophages. **A** The schematic diagram of an in vitro rescue experiment. TKPTS cells transfected with si-NC or si-*Itgb6* were pre-stimulated with hypoxia for 24 h or not, and then co-cultured with RAW264.7 cells for 12 h. XMU-MP-1 (YAP agonist) or vehicle was supplemented into the co-culture system as indicated. **B**, **C** Relative mRNA levels and protein levels of IL-34 in si-NC- or si-*Itgb6*-transfected hypoxic TKPTS cells were determined by qPCR and western blot. The quantification of the relative levels of IL-34/β-actin is shown (**C**) (*n* = 3 per group). **D**, **E** Migration and pro-inflammatory differentiation of RAW264.7 cells in the co-culture system (scale bar, 25 μm) (*n* = 3-4 per group). Data are presented as mean ± SEM of three biological replicates. One-way ANOVA was performed. *p < 0.05; **p < 0.01; ns, not significant.

Consequently, a working model was proposed based on our research (Fig. 7). Increased proximal tubular αvβ6 after kidney injury activates the YAP/IL-34 axis, leading to macrophage infiltration and pro-inflammatory differentiation, ultimately aggravating renal inflammation and fibrosis. Conversely, the absence of αvβ6 diminishes this pathway, thereby alleviating renal inflammation and fibrosis.

**Fig. 7:**
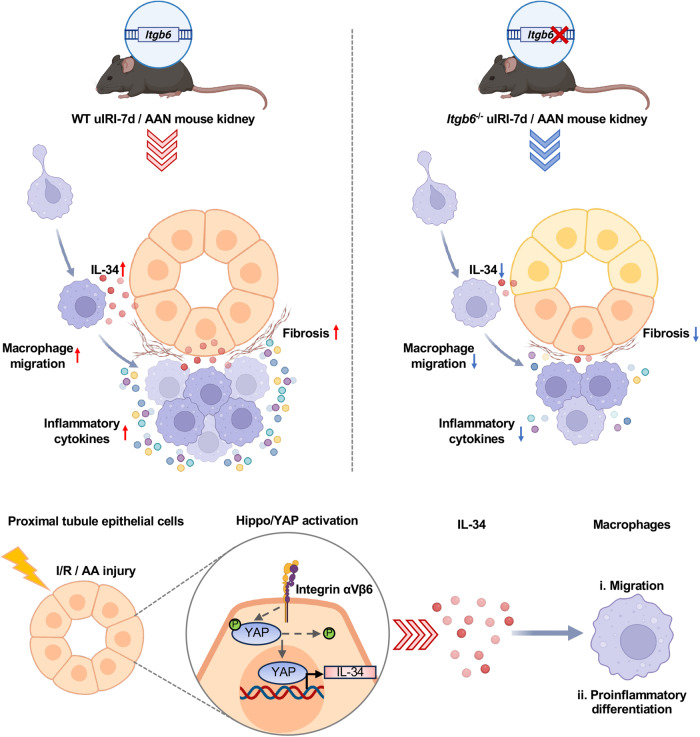
Proposed working model of integrin αvβ6 in the regulation of renal inflammation. After kidney injury, increased αvβ6 in the proximal tubules activates the YAP/IL-34 axis, leading to macrophage infiltration and pro-inflammatory differentiation, ultimately aggravating renal inflammation and fibrosis. Conversely, the absence of αvβ6 diminishes this pathway, thereby alleviating renal inflammation and fibrosis.

## Discussion

Elevated integrin αvβ6 is crucial in tissue fibrosis, which is acknowledged for its role in inducing aberrant activation of TGF-β, a center player in the fibrotic process [35]. Previous studies have shown that αvβ6 overexpresses in injured kidneys, and knockout of αvβ6 can alleviate kidney fibrosis [6, 55]. Consequently, targeting αvβ6 is emerging as a promising therapeutic strategy for renal fibrosis. Nevertheless, clinical trials targeting αvβ6 in IPF patients were halted due to severe inflammation-related side effects, thought to be associated with TGF-β suppression [10]. While previous studies regarding αvβ6 and kidney disease mainly focused on renal fibrosis, its impact on kidney inflammation remains obscure, which impeded the progress of αvβ6 inhibitors in clinical trials for renal fibrosis. Unraveling the role of αvβ6 in renal inflammation is thus crucial for progressing kidney fibrosis treatments.

Interestingly, αvβ6 appears to regulate tissue inflammation in a complex manner, acting both to promote and inhibit inflammatory pathways. Consistent with the pivotal role in activating TGF-β, deactivating the *Itgb6* gene increases inflammatory cell infiltration in the lungs and skin of mice [56]. Conversely, in some pathological conditions, the application of antibodies against αvβ6 or *Itgb6* knockout suppressed severe inflammatory responses, such as IL-1β-induced infant lung injury and integrin β1 deficiency-induced embryonic skin inflammation [57, 58]. Besides, transgenic αvβ6 overexpression in mice could also promote dextran sodium sulfate (DSS)-induced colitis [59]. These contrasting phenomena indicate that αvβ6 can regulate tissue inflammation in a double-edged way under different conditions, and also emphasize that αvβ6 may have multifaceted roles beyond merely activating TGF-β to suppress inflammation. For renal inflammation, although the involvement of αvβ6 is not fully understood, preliminary researches hint that αvβ6 probably be a potential target for mitigating renal inflammation. Dating back to 1997, researchers have observed that the increased expression of αv integrins is positively associated with macrophage presence in glomerulonephritis [60]. In the murine model of Alport syndrome, αvβ6 inhibition restrained renal pro-inflammatory gene expression [61]. Nevertheless, whether and how αvβ6 modulates inflammation during renal fibrosis requires more solid and direct evidence. Here, by applying both bioinformatic analysis and experimental verification, we observed a significant association between αvβ6 expression and renal inflammation in CKD patients and mouse models. Further functional experiments revealed that αvβ6 knockout effectively attenuated renal inflammation and fibrosis and improved renal function in mice. Our results implied that targeting αvβ6 is a promising strategy for treating renal inflammation and fibrosis, potentially facilitating the recovery of renal function.

We also reported that αvβ6 predominantly regulated the infiltration of pro-inflammatory macrophages. Spatial analysis showed that macrophages tended to be distributed around injured tubules expressing αvβ6. Moreover, both in vivo studies with conditional deletion of αvβ6 in PTCs and in vitro co-culture experiments demonstrated that αvβ6 in PTCs promoted the migration and inflammatory factors production of macrophages. Consistent with our study, previous studies showed that αvβ6 inhibition decreased the infiltration of macrophages in pulmonary and skin inflammation [57, 58]. Nevertheless, the underlying mechanism is still unknown. In the present study, through screening the crucial activator of macrophages, we identified IL-34 as the key mediator influenced by αvβ6. Subsequent in vitro and in vivo experiments verified that αvβ6 could regulate tubular IL-34 expression. Notably, the application of rmIL-34 restored macrophage migration and pro-inflammatory differentiation, effectively reversing the effects of αvβ6 deletion. Conversely, IL-34 blockade inhibited the enhanced macrophage activities induced by αvβ6 overexpression in PTCs. Additionally, we also observed that IL-34, up-regulated by αvβ6, could promote the polarization of M2 macrophages, an important profibrotic player in renal fibrosis. Thus, our study revealed IL-34 as the downstream effector of αvβ6, linking tubular αvβ6 expression with macrophage activity post-kidney injury, and thereby exacerbating renal inflammation and fibrosis. Besides, as TGF-β signaling activation was reported to contribute to macrophage infiltration recently [62], it is possible that αvβ6 regulates macrophages via activating TGF-β. Furthermore, emerging studies showed that epithelial αvβ6 can also be up-regulated in response to inflammatory cytokines from macrophages, like IL-1β [63]. Our study together with theirs provided new insight into the crosstalk between kidney tubules and macrophages [64], positioning αvβ6 as a critical target to break this feedback loop.

This study further delved into the molecular mechanism linking αvβ6 and IL-34 in renal tubular cells. Utilizing unbiased RNA sequencing, we identified that Hippo/YAP signaling was most significantly affected by *Itgb6* silencing. 

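Ranked by the p-value of the one-sided Fisher's exact test, the term Hippo signaling pathway - multiple species stood at rank 4 of the KEGG terms with at least 5 tested genes. The ranks above it were held by Protein digestion and absorption (9 of 29 tested genes called, exact p = 0.00107), Hematopoietic cell lineage (10 of 37 called, exact p = 0.00185) and Cytokine-cytokine receptor interaction (17 of 106 called, exact p = 0.0219). These 3 terms are not of the class Signal transduction, among whose 29 terms it ranked first. The larger term Hippo signaling pathway had 15 called genes of 121 tested and stood at rank 31, or rank 8 of the class (exact p = 0.175). In all, 6 terms had an unadjusted p under 0.05 and 0 terms had a Benjamini-Hochberg adjusted p under 0.05. MAPK, TNF, VEGF and HIF-1 signaling had exact p-values of 0.406, 0.421, 0.470 and 0.737. The 19 tested genes of a list of YAP/TAZ target genes had a median log2 fold change of -0.064 in the libraries labelled si-*Itgb6*, with 12 lower and 7 higher (camera with a preset correlation of 0.01, p = 0.0345). The shift did not hold with an estimated correlation (p = 0.199) or with fry (p = 0.115), and over the 12 lists tested the Benjamini-Hochberg adjusted p was 0.104. The median was -0.0021 without si-NC replicate 2 and 0.015 without si-*Itgb6* replicate 3. It was -0.096 without si-NC replicate 3 and -0.10 without si-*Itgb6* replicate 1. With the GC and length trends removed it was -0.0059. Of these targets, *Ccn1*, *F3*, *Crim1* and *Arhgef17* were called lower and none higher.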

Subsequent experiments established that αvβ6 regulated IL-34 by directly up-regulating YAP expression and activation, a mechanism not thoroughly explored in the existing literature. Using a YAP agonist, the inhibition of IL-34 in si-*Itgb6*-transfected PTCs was reversed, restoring macrophage activity. These results elucidated that αvβ6-activated YAP signaling was involved in IL-34 overproduction, culminating in macrophage infiltration and activation. Similarly, Zheng et al. reported that YAP can recruit macrophages via increasing CCL2 expression after kidney injury to promote inflammation [65]. Therefore. our study expands the understanding of YAP and inflammation, identifying IL-34 as a new downstream effector of YAP in macrophage recruitment and pro-inflammatory differentiation. In addition to inflammation, previous researches have shown that Hippo/YAP signaling is associated with multiple pathological mechanisms, including cell-cycle arrest, proliferation, transdifferentiation, and tubulointerstitial fibrosis, which collectively contribute to CKD progression [66]. Here, we identified αvβ6 as a new upstream effector of YAP. These discoveries suggest αvβ6’s broad involvement in the CKD process by regulating YAP-related pathological activities, and may provide an innovative approach to treating YAP-related diseases.

However, our study did not further investigate the specific mechanisms by which αvβ6 regulates the Hippo/YAP pathway. Insights can be gleaned from research on other types of integrins, which have shown [67–70] that the integrin-dependent YAP activation depends on the activation of F-actin modulators, increasing YAP expression not only by inhibiting the degradation of YAP protein but also by enhancing the YAP mRNA level [8, 71–74]. It is plausible to hypothesize that αvβ6 integrin may regulate YAP through a similar integrin-dependent cytoskeletal modifications modality. In addition, previous studies have confirmed that αvβ6 participated in epithelial-mesenchymal transition (EMT), which was inherently accompanied by skeleton rearrangement [75]. Therefore, there might be parallels in how αvβ6 activates YAP, which warrants future investigation.

In summary, we identified a novel role of αvβ6 in orchestrating renal inflammation during fibrosis through the YAP/IL-34 axis. More importantly, our study provides insight into the application of targeting αvβ6 in treating kidney fibrosis, suggesting it would be a promising strategy to attenuate not only the ECM accumulation but also the inflammation.

## Materials and methods

### Animals

Wild-type C57BL/6 mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. Systemic *Itgb6* knockout C57BL/6 mice were purchased from Biocytogen Pharmaceuticals (Beijing, China). PTCs-specific αvβ6 deletion and littermate control mice (*Itgb6*^*fl/fl*^*Pepck-Cre* and *Itgb6*^*fl/fl*^, C57BL/6 background) were generated using the Cre-loxp system and provided by Guangdong GemPharmatech Co., Ltd. (Guangzhou, China). The age of experimental mice was controlled at 8- to 12-week-old. All breeding and rearing facilities were completed at the Animal Experiment Center of Sun Yat-sen University of Medical Sciences. All animal experiments were conducted in strict accordance with the guidelines of the Animal Care and Use Committee of Sun Yat-sen University and approved by the Animal Ethics Committee of Sun Yat-sen University of Medical Sciences.

### Cell culture

TKPTS cells (mouse proximal tubule epithelial cell line, CRL-3361) and RAW264.7 cells (mouse macrophage cell line, TIB-71) were both obtained from ATCC and were passaged and used in the laboratory. TKPTS cells were cultured in DMEM/F-12 (Thermo Fisher Scientific, USA) containing 10% FBS, 1% streptomycin/penicillin, and 0.1% insulin (10 mg/mL). RAW264.7 cells were cultured in High Glucose DMEM (Thermo Fisher Scientific, USA) containing 10% FBS and 1% streptomycin/penicillin.

### Dataset collection

GEO database as a Gene expression profiling public platform (www.ncbi.nlm.nih.gov/geo/) was used for preliminary bioinformatics analysis of CKD patients. The inclusion criteria for the analysis were as follows: 1) the included test samples should come from both CKD patients and healthy individuals; 2) the dataset should contain at least 15 samples in each group; 3) the gene expression profiling needs to come from adult humans; 4) the original data must be provided for further exploration. According to the criteria, dataset GSE180394 was selected for analysis [11].

### Kidney specimens

Human kidney tissue sections for this study were obtained from renal biopsies of patients with CKD or normal kidney tissue of patients with renal carcinoma. CKD patients with urinary tract infections and renal tumors were excluded. Samples were obtained from the Department of Nephrology or Department of Urology, The First Affiliated Hospital of Sun Yat-sen University. All participants signed informed consent and were approved by the Ethics Committee of the First Affiliated Hospital of Sun Yat-Sen University (approval numbers 2022(602), 2016(215)).

### Kidney unilateral ischemia-reperfusion (uIRI) model

The kidney uIRI-induced renal fibrosis model was performed as described previously [76]. Briefly, male mice were anesthetized using 1% sodium pentobarbital (50 mg/kg). The left kidney was exposed through a flank incision, and ischemic injury was induced by clamping the renal pedicle with a non-traumatic microaneurysm clip (RockTech), which was removed after 45 min. During the operation, the body temperature of the mice was controlled at 37 ± 0.2 °C, and PBS was added promptly to maintain the vital signs of the mice. Sham-operated control mice underwent the same surgery without clamping the renal pedicle.

### Aristolochic acids (AA) injection-induced nephropathy (AAN) model

A model of renal fibrosis induced by AA injection as previously described [77]. Briefly, male WT and *Itgb6*^-/-^ mice were intraperitoneally injected with 5 mg/kg AA (Sigma-Aldrich, A9451) or PBS every other day, and kidneys and serum were collected 10 days later for detection. Blood urea nitrogen (BUN) and serum creatinine levels were measured by commercial reagents and biochemical analyzers (Roche).

### In vivo and in vitro treatment of recombinant mouse IL-34 (rmIL-34)

For in vivo IL-34 administration, each *Itgb6*^-/-^-uIRI mice were intraperitoneally injected with 1 μg of rmIL-34 (RD, 5195) on days 0 and 3 after uIRI. Control animals received PBS. For in vitro IL-34 treament, after hypoxia for 24 h, serial concentration gradients (0–250 ng/mL) of rmIL-34 (RD, 5195-ML) were added to the co-culture system of TKPTS cells and RAW264.7 cells, and the cells were treated for 12 h.

### Immunohistochemical staining

Renal biopsy sections from CKD patients were subjected to antigen retrieval and non-specific binding sites were blocked with 5% BSA. According to the experimental requirements, kidney sections were incubated with sheep anti-human integrin β6 antibody (Ab) (PA5-47588, Thermo Fisher Scientific), mouse anti-human CD20 Ab (ab9475, Abcam), rabbit anti-human CD3 Ab (ab5690, Abcam), or mouse anti-human CD68 Ab (ab955, Abcam) at 4 °C overnight. Primary antibodies were labeled by incubating biotin-linked secondary antibodies, respectively.

Mouse kidneys used for immunohistochemistry experiments were fixed in 4% paraformaldehyde, embedded in paraffin, and cut into 4 μm thick sections. After being blocked with 5% BSA, kidney sections were stained with rat anti-mouse F4/80 Ab (BIO-RAD, MCA497G), goat anti-mouse integrin β6 Ab (RD, AF2389), sheep anti-mouse IL-34 Ab (RD, AF5195), or rabbit anti-mouse YAP Ab (CST, 14074S) at 4 °C overnight. 3-3-diaminobenzidine (DAB) was used for color development in immunohistochemistry.

The slides were then examined on a pathological section scanner (Kfbio, KF-PRO-020). Immunohistochemistry was quantified by counting the positive areas in 10 high-power fields (HPF).

### Quantitative real-time PCR (qRT-PCR)

QRT-PCR was performed on mouse kidneys and cells. Trizol was used to lyse and extract total RNA from kidney homogenates, TKPTS cells, and RAW264.7 cells. The RNA extracted from trizol was extracted by chloroform, further precipitated in isopropanol, and washed with absolute ethanol. Finally, the RNA was dissolved in DEPC water. The concentration and quality of RNA were measured by NanoDrop-2000 spectrophotometer (Thermo Fisher Scientific, USA). The RNA was reverse transcribed into cDNA according to a commercial reverse transcription kit (Vazyme, China). A PCR system was constructed using SYBR green dye, specific primers, and cDNA, and detection was performed in Applied Biosystems 7500 (Thermo Fisher Scientific, USA). Primer sequences are shown in Table S2.

### Preparation of kidney single-cell suspension

Mice were anesthetized with 1% pentobarbital and perfused with PBS until their kidneys became pale. The kidneys were mechanically cut into chunks and minced in RPMI 1640 containing 2% FBS at low temperatures before digestion. Digestion buffers were prepared with 1 mg/mL collagenase type II (Thermo Fisher Scientific, 17101015) and 0.5 mg/mL dispase type II (Thermo Fisher Scientific, 17105041) in RPMI 1640 containing 2% FBS. The kidneys were digested in a 200 rpm oscillator at 37 °C for 30 min. Post-digestion, the digestive fluid was filtered with a 70 μm filter and centrifuged. Red blood cells were lysed by 1 ml ACK Lysis Buffer (A1049201, Thermo Fisher Scientific). Centrifugation after the termination of fission was performed and the cell pellets were resuspended with PBS to obtain single-cell suspensions of mouse kidneys.

### Flow cytometry

Single-cell suspensions from mouse kidneys were prepared, and extracellular antigens were stained with flow cytometry antibodies. The antibodies used for Flow cytometry analysis are listed in Table S3. An AttuneNxT acoustic focusing cytometer (Thermo Fisher Scientific) was used for flow cytometry analysis, and FlowJo v.10 was used to process flow cytometry results.

### Western blot

RIPA lysis buffer was used for protein extraction from mouse kidney homogenate, TKPTS cells, and RAW264.7 cells after supplementing protease inhibitors and phosphatase inhibitors. After centrifugation to remove structural proteins, the protein concentration was detected by the BCA method. Equal amounts of protein were separated by SDS-PAGE and electro-transferred to PVDF membranes. After blocking with 5% skim milk or 5% BSA, the PVDF membranes were incubated with primary antibodies overnight at 4 °C. The antibodies used in western blot were as follows: goat anti-mouse integrin β6 antibody (RD, AF2389), mouse anti-mouse α-SMA Ab (Sigma-Aldrich, A5228), rabbit anti-mouse Fibronectin Ab (BOSTER, BA1772), sheep anti-mouse IL-34 Ab (RD, AF5195), rabbit anti-mouse YAP Ab (CST, 14074 S), rabbit anti-mouse p-YAP (S127) Ab (CST, 4911 S), mouse anti-mouse GAPDH Ab (Abcam, ab8245), mouse anti-mouse α-Tubulin Ab (CST, 12351 S), and mouse anti-mouse β-actin Ab (Abcam, ab8226). After incubation was complete, unbound antibodies were washed with TBST (TBS: Tween, 1000:1). The horseradish peroxidase-conjugated secondary antibody derived from the primary antibody was incubated with the PVDF membrane for 1 h at room temperature, and the enhanced chemiluminescence (ECL) kit was used to develop specific protein bands. The image development of specific protein bands was quantitatively analyzed by ImageJ software.

### Collagen fiber detection

Kidney tissue was fixed in 4% paraformaldehyde, embedded in paraffin, and cut into 4 μm thick kidney sections. Kidney sections were stained with Sirius red dye. The severity of tubulointerstitial fibrosis was assessed by a renal pathologist who was blinded to the experimental group, and the criterion was the area of Sirius red-positive area. Scoring was performed in 10 successive HPF fields in a blinded manner.

### Immunofluorescence

Mouse kidney paraffin sections were permeabilized with 0.2% Triton X-100 after completion of antigen retrieval, and nonspecific sites were blocked with 10% donkey serum. LTL-fluorescein (Vector, FL-1321-2) was used to label proximal renal tubules, PNA-fluorescein (Vector, FL-1071-5) was used to label distal renal tubules, DBA-fluorescein (Vector, FL-1031-2) was used to label collecting ducts. Rabbit anti-mouse YAP Ab (CST, 14074 S), sheep anti-mouse IL-34 Ab (RD, AF5195), or rabbit anti-mouse KIM-1 Ab (Novus, NBP1-76701SS) was used to label the localization of YAP, IL-34, or KIM-1. The above primary antibodies were incubated overnight at 4 °C. After the unbound primary antibody was eluted with PBS, the corresponding FITC- or PE-labeled fluorescent secondary antibody was incubated for 1 h at room temperature. 4’,6-Diamidino-2-phenylindole dihydrochloride (DAPI) was used to label the cell nucleus. Confocal fluorescence microscopy (ZEISS, LSM880 with Airyscan) was used to capture fluorescent signals, and ImageJ software was used to perform quantitative statistics on the co-localization of fluorescent signals.

### Hypoxia/reoxygenation (H/R) injury cell model

In order to simulate the ischemia-reperfusion injury model in vivo, we used an in vitro H/R injury cell model. The resume of the H/R injury cell model was performed as described previously [78], but slightly adjusted according to the experimental requirements. Briefly, TKPTS cells were exposed to a hypoxic incubator (1% O_2_, 5% CO_2_, 94% N_2_, 37 °C) for 24 h, and then the cells were placed back into a normal oxygen incubator (5% CO_2_, 37 °C) for 12 h.

### RNA interference in TKPTS cells

When TKPTS cells were cultured in 6- or 12-well culture plates to a density of 60%, NEOFECT RNA transfection reagent (NEOFECT, China) was used as a carrier to transfect TKPTS cells with *Itgb6* siRNA (Gene Pharma, China). During the transfection process, the cells were placed in FBS-free Opti-MEM (Thermo Fisher Scientific, USA) for 12 h and then transferred to a complete medium as described above. The inhibition efficiency of siRNA on target genes was verified by qPCR and western blot experiments. The sequence of the *Itgb6* siRNA is shown in Table S4.

### Plasmid-transfected overexpression of *Itgb6* and blockade of IL-34 in TKPTS cells

Glycerobacteria pcDNA3.1-*Itgb6*(mouse)-3×Flag-Neo overexpressing *Itgb6* gene were inoculated into LB medium with Ampicillin double-antibody. After 37 °C and 220 rpm vibration for 12–16 h, the plasmid was extracted by alkaline lysis. When TKPTS cells were cultured in 6-well culture plates confluent to 60–80%, NEOFECT DNA transfection reagent (NEOFECT, China) was used as a vector-binding plasmid. TKPTS cells were transfected with *Itgb6* overexpression plasmid or scramble plasmid. After 8 h of transfection, the cells were observed and transferred into a complete medium. The effect of plasmid on target gene overexpression was verified by qPCR. The NCBI registration code of the *Itgb6* overexpression plasmid is NM_001159564.1. Regarding the blockade of IL-34, after hypoxia for 24 h, an anti-IL-34 antibody (αIL-34) (RD, AF5195) or isotype control (RD, 5-001-A) was added to the co-culture system of TKPTS cells and RAW264.7 cells under the concentration of 10 μg/mL, and the cells were treated for 12 h.

### Macrophage migration and differentiation assay

To further investigate the interaction between proximal tubular epithelial cells and macrophages, we constructed an in vitro co-culture system of TKPTS cells and RAW264.7 cells based on previous studies [79]. An 8 μm-pore transwell insert (Corning, USA) was used for the detection of macrophage migration, whereas a 0.4 μm-pore transwell insert (Corning, USA) was used for the detection of macrophage function. TKPTS cells were cultured in 24-well plates and treated with H/R or *Itgb6* siRNA interference according to experimental requirements. Macrophages were seeded into the upper transwell chambers at a density of 5 × 10^4^ cells per well. After co-culturing at 37 °C for 12 h, the cells in the upper compartment were gently wiped off with a sterile cotton swab. The migrating cells attached to the lower compartment were fixed with 4% paraformaldehyde for 20 min and stained with 0.1% crystal violet dye for 20 min. The chamber was washed twice with PBS, and the migration of macrophages was observed under a light microscope (Olympus, BX63) after static drying. The migratory cells were counted in six random fields of view in the transwell chamber under HPF, and the results were analyzed by ImageJ software. In the experiment of macrophage function detection, total RNA was extracted from RAW264.7 cells lysed with trizol after 12 h of co-culture at 37 °C. The molecules related to macrophage function, including *Tnf*, *Il1b*, *Ccl2*, and *Il6*, were detected by qPCR.

### ELISA

Cell culture supernatants of TKPTS cells from each experimental group were collected and the concentration of IL-34 secreted by TKPTS cells was detected using the Mouse IL-34 Elisa Kit (Elabscience, China). Experiments were performed according to the manufacturer’s protocol and OD values were measured at a wavelength of 450 nm. The IL-34 concentrations were proportional to OD450 values, and IL-34 concentrations in samples were calculated from the standards curve.

### Pharmacological activation of YAP

XMU-MP-1 is a commonly used YAP signal agonist [80]. A concentration of 2.5 μM of XMU-MP-1 (TargetMol, T4212) was added to the culture system of TKPTS cells for 6 h to activate Hippo/YAP signaling.

### RNA sequencing

The control group and experimental group were H/R injured TKPTS cells transfected with si-NC or si-*Itgb6*, respectively. Total RNA was isolated from TKPTS cells in the si-NC Group and si-*Itgb6* group (2 replicates per group) with trizol for RNA-sequencing (RNA-seq). The sequencing strategy was non-strand-specific library construction via PE150, Polya enrichment on the NOVASEQ6000 platform (GENE DENOVO, Guangzhou). Cleaned data generated by RNA-Seq were used for statistical analysis. Firstly, the cluster analysis was completed by the R language package fastcluster, and the further analysis samples were optimized. Statistics were considered to be significantly different when |fold change| > 1.2 and *p*-value < 0.05. Basic genetic diversity analysis was done with Edger. The R language package ggplot2 was used to draw the volcano mapping for visualization. The differential genes (DEGs) were analyzed by the Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway enrichment to explore the signal regulation mechanism of *Itgb6*.

### Quantification and statistical analysis

GraphPad Prism v9.0 software was used for data statistics and visual presentation. Experimental data were presented as mean ± SEM. An unpaired Student’s *t*-test was used to compare the two groups. In more than two groups of comparison using general one-way ANOVA for statistics. All experiments were performed in at least three biologically independent replicates. The *p*-value < 0.05 indicated a statistically significant difference. The statistical significance was respectively expressed as: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ^#^*p* < 0.05; ^##^*p* < 0.01; ^###^*p* < 0.001; ^####^*p* < 0.0001; ns, not significant.

### Supplementary information

Supplemental Information

Original western blots

## Data Availability

The Raw and processed transcription sequencing data of TKPTS have been deposited at the GEO with the project number: GSE253494. All other study data are included in the article and/or the supplement. Any additional data in this work are available from the corresponding authors upon request.

# Supplementary material for: Knockout of integrin αvβ6 protects against renal inflammation in chronic kidney disease by reduction of pro-inflammatory macrophages
**Source:** Cell Death Dis. 2024 Jun 6;15(6):397. doi: 10.1038/s41419-024-06785-5
**Supplement:** Supplementary file 1 — Supplemental Information

## Supplementary Figures and Tables: 6 figures and 4 tables

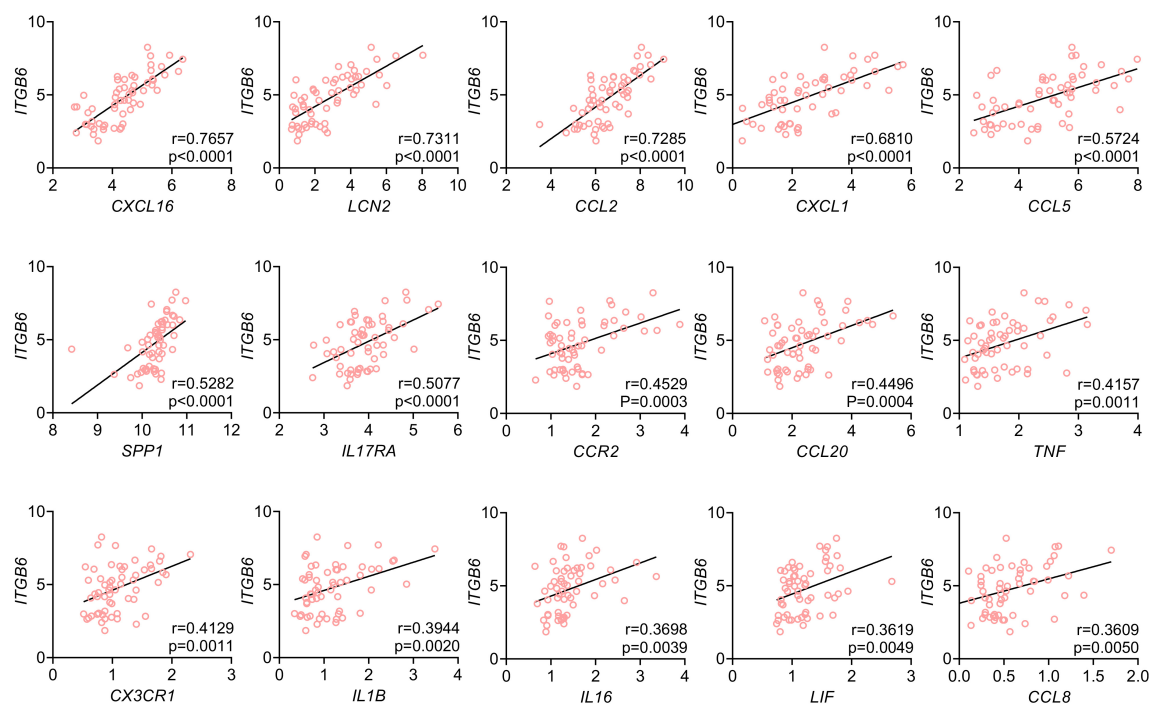

**Fig. S1 Correlation analysis of the transcription expression level of *ITGB6* and inflammatory mediators in kidney specimens of healthy controls and CKD patients from dataset GSE180394.** Correlation analyses were performed with Pearson correlation test (n = 59).

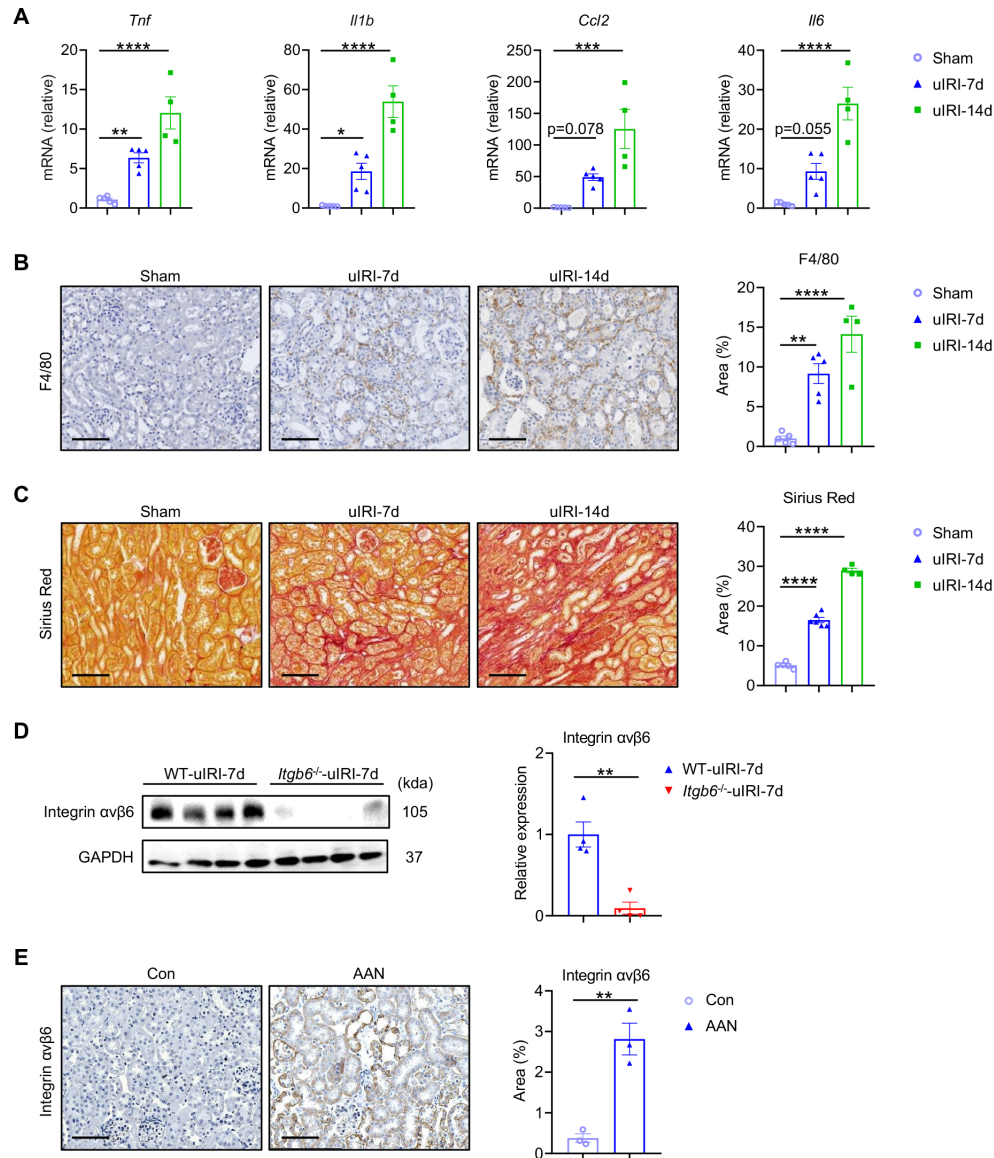

**Fig. S2 IRI induces severe inflammation and fibrosis in the kidney and integrin  $\alpha\text{v}\beta\text{6}$  deficiency attenuates renal fibrosis.** **A** Relative mRNA levels of renal inflammatory factors (*Tnf*, *Il1b*, *Ccl2*, and *Il6*) in sham, uIRI-7d, and uIRI-14d mice were detected by qPCR (n = 4-5 per group). **B** Representative images and quantifications of F4/80 immunostaining in kidney sections of sham, uIRI-7d, and uIRI-14d mice (scale bar, 100 μm) (n = 4-5 per group). **C** Representative images and quantifications of Sirius Red staining in kidney sections from sham, uIRI-7d, and uIRI-14d mice (scale bar, 100 μm) (n = 4-5 per group). **D** Western blot of integrin  $\alpha\text{v}\beta\text{6}$  in WT-uIRI-7d and *Itgb6*<sup>-/-</sup>-uIRI-7d mice. The quantification of the relative levels of integrin  $\alpha\text{v}\beta\text{6}$ /GAPDH is shown (n = 4 per group). **E** Representative images and quantifications of integrin  $\alpha\text{v}\beta\text{6}$  immunostaining in kidney sections of control and AAN mice (scale bar, 100 μm) (n = 3 per group). Data are presented as mean  $\pm$  SEM of three biological replicates. One-way ANOVA (**A-C**) and Student's *t*-test (**D, E**) were performed. \*\**p* < 0.01; \*\*\*\**p* < 0.0001.

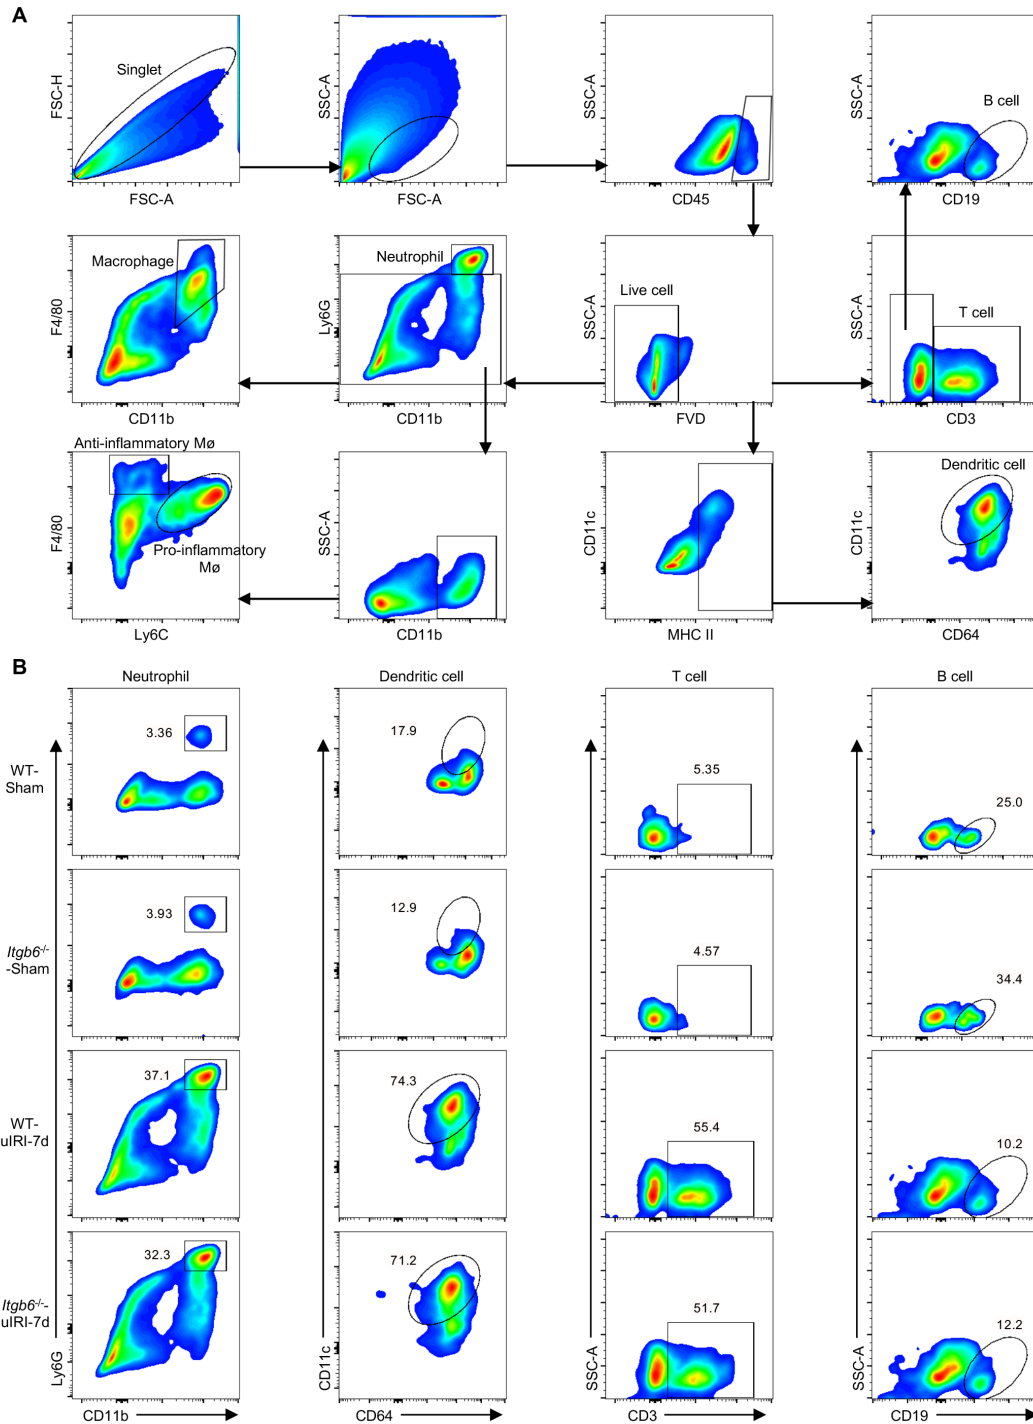

**Fig. S3 Gating strategies and represented images of different immune cells in flow cytometry analyses. A** Gating strategy of identifying neutrophils, dendritic cells, T cells, B cells, and macrophages, including anti-inflammatory and pro-inflammatory macrophages, in mouse kidneys. **B** Represented flow cytometric images of neutrophils, dendritic cells, T cells, and B cells in sham or uIRI-7d mice.

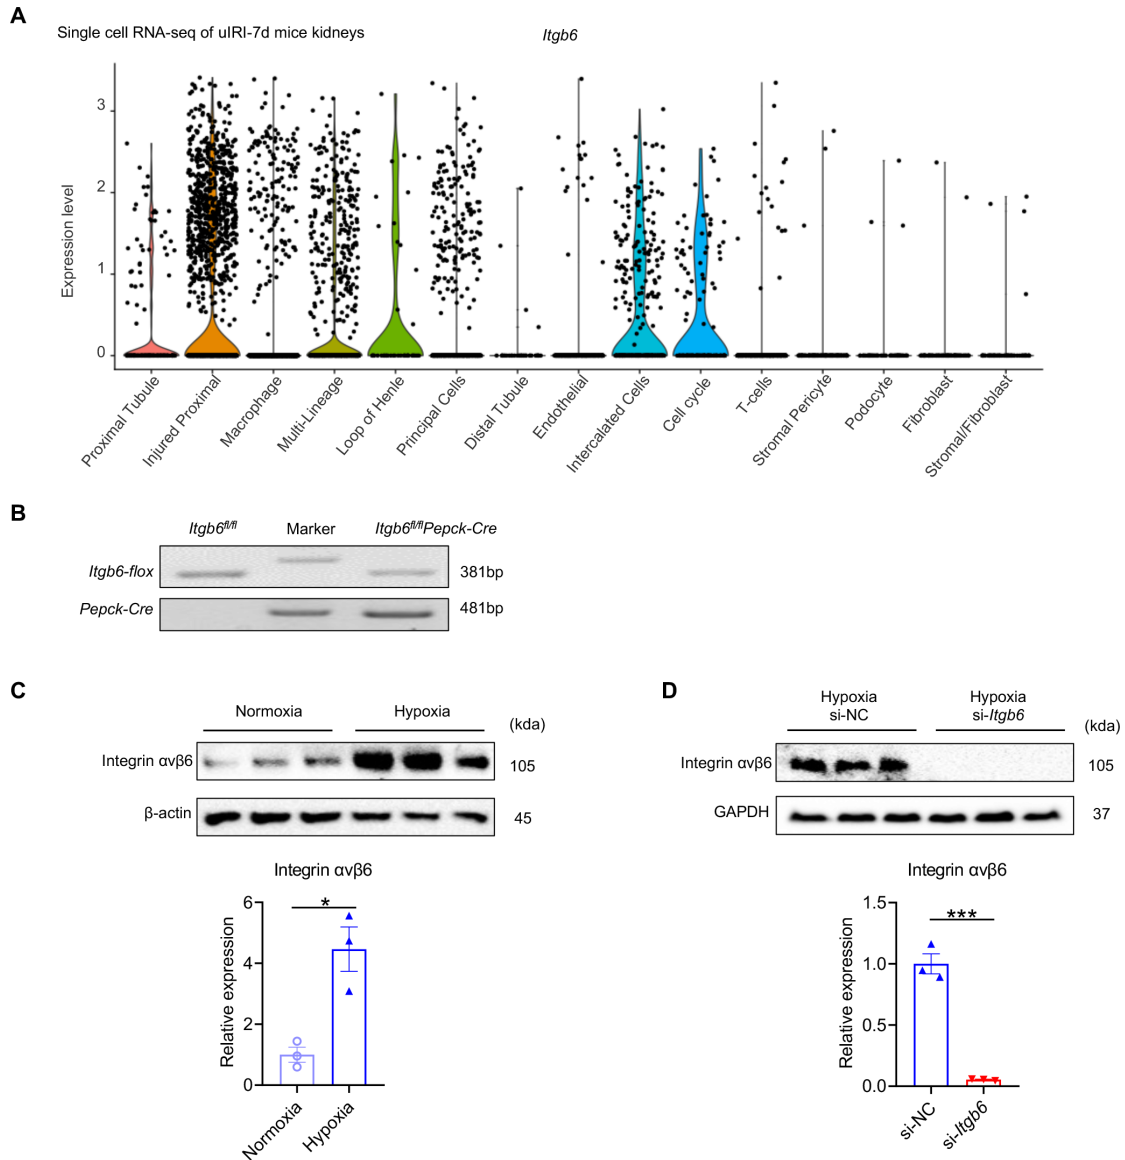

**Fig. S4 Si-*Itgb6* effectively downregulates hypoxia-induced integrin  $\alpha\beta 6$  overexpression in renal proximal tubules.** **A** *Itgb6* expression in different cell types of uIRI-7d mice kidneys was analyzed based on a scRNA-seq dataset of GSE139506. **B** *LoxP* sites of *Itgb6* and insertion of *Pepck-cre* transgene in *Itgb6<sup>fl/fl</sup>* or *Itgb6<sup>fl/fl</sup>Pepck-Cre* mice were confirmed by genotyping of genomic DNA from tissue lysates using PCR. **C** Western blot of integrin  $\alpha\beta 6$  in normoxia or hypoxia-treated TKPTS cells. The quantification of the relative level of integrin  $\alpha\beta 6/\beta$ -actin is shown ( $n = 3$  per group). **D** Western blot of integrin  $\alpha\beta 6$  in si-NC or si-*Itgb6*-transfected hypoxic TKPTS cells. The quantification of the relative level of integrin  $\alpha\beta 6/\beta$ -actin is shown ( $n = 3$  per group). Data are presented as mean  $\pm$  SEM of three biological replicates. Student's *t*-test (**C**, **D**) was performed. \* $p < 0.05$ ; \*\*\* $p < 0.001$ .

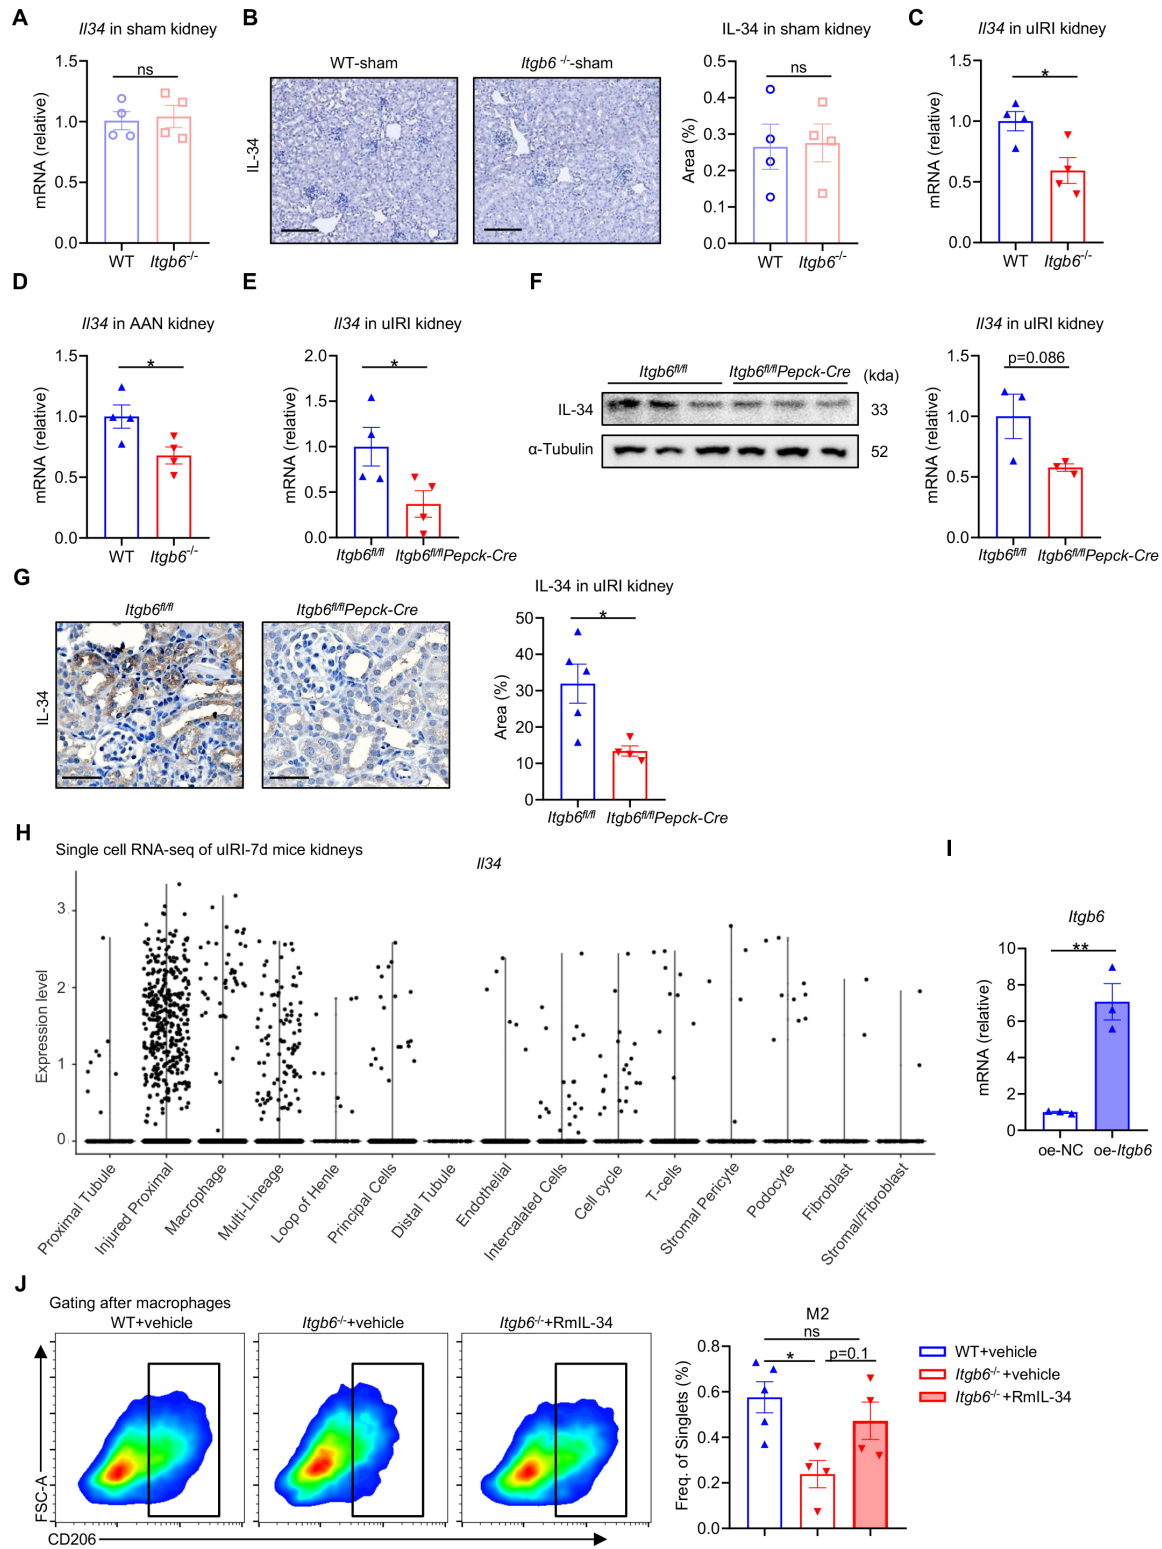

**Fig. S5 *Itgb6* knockout downregulates renal IL-34 expression in uIRI but not sham kidney.** **A** Relative mRNA levels of *Il34* in kidneys of WT-sham or *Itgb6*<sup>-/-</sup>-sham mice were detected by qPCR (n = 4 per group). **B** Representative images and quantifications of IL-34 immunostaining in kidney sections from WT-sham or *Itgb6*<sup>-/-</sup>-sham mice (scale bar, 100 μm) (n = 4 per group). **C, D** Relative mRNA levels of *Il34* in uIRI-7d (**C**) or AAN (**D**) kidneys of WT and *Itgb6*<sup>-/-</sup> mice were detected by qPCR (n = 3-4 per group). **E** Relative mRNA levels of *Il34* in uIRI-7d kidneys of *Itgb6*<sup>fl/fl</sup> or *Itgb6*<sup>fl/fl</sup>*Pepck-Cre* mice were detected by qPCR (n = 4-5 per group). **F, G** Western blot and immunostaining of IL-34 in uIRI-7d kidneys of *Itgb6*<sup>fl/fl</sup> or *Itgb6*<sup>fl/fl</sup>*Pepck-Cre* mice (scale bar, 50 μm). The quantification of the relative levels of IL-34/ $\alpha$ -tubulin and quantification of IL-34 positive area proportion are shown (n = 4-5 per group). **H** Expression of *Il34* in different cell types of uIRI-7d mice kidneys was analyzed based on a scRNA-seq dataset of GSE139506. **I** Relative mRNA levels of *Itgb6* in oe-NC or oe-*Itgb6*-transfected hypoxic TKPTS cells were detected by qPCR (n = 3 per group). **J** Comparison of M2 macrophages (CD206<sup>+</sup>) in WT and *Itgb6*<sup>-/-</sup> mice supplemented with rmIL-34 or vehicle (n = 4-5 per group). Data are presented as mean  $\pm$  SEM of three biological replicates. Student's *t*-test (**A-H**) and one-way ANOVA (**J**) were performed. \**p* < 0.05; \*\**p* < 0.01; ns, not significant.

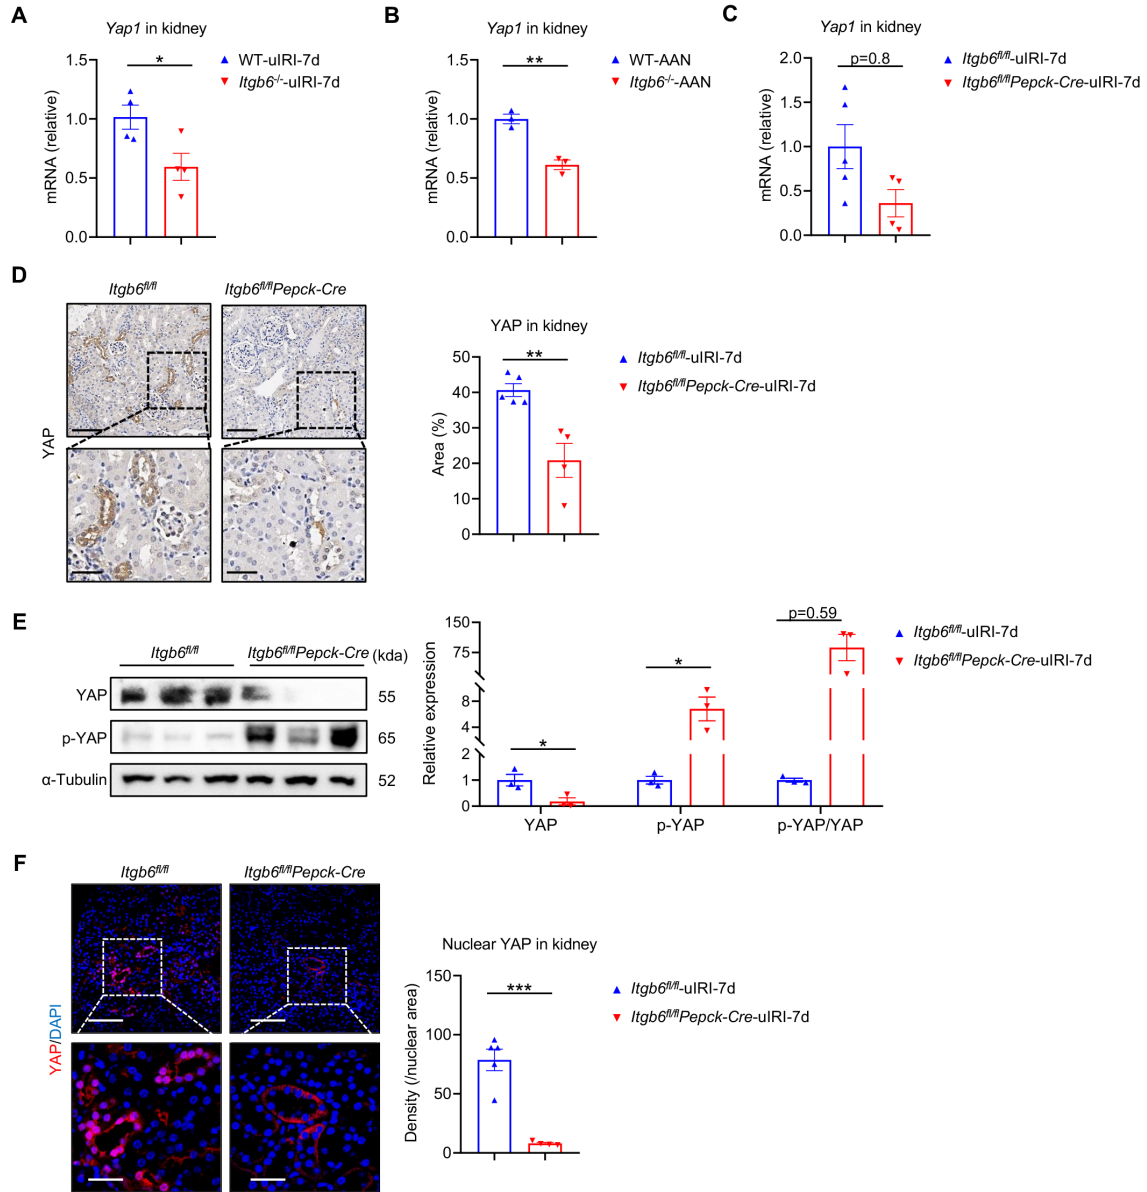

**Fig. S6 *Itgb6* knockout decreases the mRNA levels of *Yap1* in uIRI-7d mice.**

**A, B** Relative mRNA levels of *Yap1* in uIRI-7d (**A**) or AAN (**B**) kidneys of WT or *Itgb6*<sup>-/-</sup> mice were detected by qPCR (n = 3-4 per group). **C** Relative mRNA levels of *Yap1* in uIRI-7d kidneys of *Itgb6*<sup>fl/fl</sup> or *Itgb6*<sup>fl/fl</sup>*Pepck-Cre* mice were detected by qPCR (n = 3-4 per group). **D** Immunostaining of YAP in uIRI-7d kidneys from *Itgb6*<sup>fl/fl</sup> or *Itgb6*<sup>fl/fl</sup>*Pepck-Cre* mice. The quantification of YAP positive area proportion is shown (scale bar, 100 μm). The boxed area in the upper panels is magnified in the lower panels (scale bar, 50 μm) (n = 4-5 per group). **E** Western blot of YAP and Ser127-phosphorylated YAP (p-YAP) in uIRI-7d kidneys from *Itgb6*<sup>fl/fl</sup> or *Itgb6*<sup>fl/fl</sup>*Pepck-Cre* mice. The quantifications of the relative levels of YAP/α-tubulin or p-YAP/α-tubulin and p-YAP/YAP are shown (n = 3 per group). **F** Representative images of immunofluorescent staining for YAP (red) and DAPI (blue) in uIRI-7d kidneys from *Itgb6*<sup>fl/fl</sup> or *Itgb6*<sup>fl/fl</sup>*Pepck-Cre* mice. Semi-quantification of nuclear YAP expression is shown (Scale bar, 50 μm). The boxed area in the upper panels is magnified in the lower panels (scale bar, 25 μm) (n = 4-5 per group). Data are presented as mean ± SEM of three biological replicates. Student's *t*-test was performed. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001.

**Table S1. Clinical characteristics of healthy controls and CKD patients for detecting renal integrin  $\alpha v \beta 6$ , B cell, T cell and macrophage by immunocytochemistry staining.**

| Group            | Gender<br>(M/F) | Age in years   | Serum creatinine<br>in $\mu\text{mol/L}$ |
|------------------|-----------------|----------------|------------------------------------------|
| Healthy controls | 2/1             | 44.0 $\pm$ 8.7 | 64.7 $\pm$ 14.0                          |
| CKD patients     | 5/1             | 31.7 $\pm$ 9.8 | 156.7 $\pm$ 62.0                         |

Data are presented as n or mean  $\pm$  standard deviations. M: male; F: female.

**Table S2. Primers for quantitative real-time PCR analysis.**

| Gene name    | Primer sequence forward<br>(5' $\rightarrow$ 3') | Primer sequence reverse<br>(5' $\rightarrow$ 3') |
|--------------|--------------------------------------------------|--------------------------------------------------|
| <i>Actb</i>  | ACCCGCGAGCACAGCTTCTTTG                           | ACATGCCGGAGCCGTTGTGCA<br>C                       |
| <i>Tnf</i>   | CTGAACTTCGGGGTGATCGG                             | GGCTTGTCACCTCGAATTTTGA<br>GA                     |
| <i>Il1b</i>  | TCGTGAATGAGCAGACAG                               | AGAGGCAAGGAGGAAAAC                               |
| <i>Ccl2</i>  | GGCTCAGCCAGATGCAGTTAA                            | GTGAATGAGTAGCAGCAGGT<br>GAGT                     |
| <i>Il6</i>   | GCTACCAAACCTGGATATAATCA<br>GGA                   | CCAGGTAGCTATGGTACTCCA<br>GAA                     |
| <i>Csf1</i>  | GTGTCAGAACACTGTAGCCAC                            | TCAAAGGCAATCTGGCATGA<br>AG                       |
| <i>Csf2</i>  | GGCCTTGGAAGCATGTAGAGG                            | GGAGAACTCGTTAGAGACGA<br>CTT                      |
| <i>Hmgbl</i> | GGGAGGAGCACAAGAAGAAGC<br>A                       | GGGCGGTACTCAGAACAGAA<br>CAAG                     |
| <i>Mif</i>   | TCGTGAATGAGCAGACAG                               | AGAGGCAAGGAGGAAAAC                               |

---

|              |                        |                              |
|--------------|------------------------|------------------------------|
| <i>Cxcl2</i> | GAAGTCATAGCCACTCTCAAGG | CCTCCTTTCCAGGTCAGTTAG<br>C   |
| <i>Ccl1</i>  | GCTTACGGTCTCCAATAGCTGC | GCTTTCTCTACCTTTGTTTCAGC<br>C |
| <i>Ccl3</i>  | GCCCTTGCTGTTCTTCTCTGT  | GGCATTTCAGTTCCAGGTCAGT       |
| <i>Ccl5</i>  | GACACCACTCCCTGCTGCTT   | ACAAACACGACTGCAAGATT<br>GG   |
| <i>Ccl7</i>  | CCACATGCTGCTATGTCAAGA  | ACACCGACTACTGGTGATCCT        |
| <i>Ccl19</i> | TGTGGCCTGCCTCAGATTAT   | TTCCGCATCATTAGCACCCCC        |
| <i>Ccl20</i> | CCAGGCAGAAGCAAGCAACT   | TCGGCCATCTGTCTTGTGAA         |
| <i>Il34</i>  | TTGCTGTAAACAAAGCCCCAT  | CCGAGACAAAGGGTACACAT<br>TT   |
| <i>Mst1</i>  | CTCACCACTGAATGACTTCCAG | AAGGCCCCGACAGTCCAGAA         |
| <i>Mst2</i>  | CGGGGTCCGTTTCAGACATAA  | GCGTTTTGCCATTGTATCTGT<br>T   |
| <i>Lats1</i> | AAAGCCAGAAGGGTACAGACA  | CCTCAGGGATTCTCGGATCTC        |
| <i>Lats2</i> | GGACCCCAGGAATGAGCAG    | CCCTCGTAGTTTGCACCACC         |
| <i>Yap1</i>  | TTTCGGCAGGCAATACGGA    | CTGCTCCAGTGTAGGCAACT         |
| <i>Taz</i>   | CATGGCGGAAAAAGATCCTCC  | GTCGGTCACGTCATAGGACTG        |
| <i>Tead1</i> | GAGCGACTCGGCAGATAAGC   | CCACACGGCGGATAGATAGC         |
| <i>Tead2</i> | GAAGACGAGAACGCGAAAGC   | GATGAGCTGTGCCGAAGACA         |
| <i>Tead3</i> | CAACCAGCACAATAGCGTCCA  | CTGAAAGCTCTGCTCGATGTC        |
| <i>Tead4</i> | ACAATGATGCAGAGGGTGTATG | TCCTCCGTCAGGATAATTTTG<br>C   |

---

**Table S3. Fluorochrome-conjugated antibodies for flow cytometry.**

| <b>Antibody</b>                    | <b>Source</b> | <b>Identifier</b> |
|------------------------------------|---------------|-------------------|
| Anti-mouse CD45-EF450 Ab           | EBioscience   | Cat: #48-0451-82  |
| Anti-mouse FVD-EF780 Ab            | EBioscience   | Cat: #65-0865-18  |
| Anti-mouse CD11b-SB600 Ab          | EBioscience   | Cat: #63-0112-82  |
| Anti-mouse Ly6G-FITC Ab            | Biolegend     | Cat: #127606      |
| Anti-mouse F4/80-APC Ab            | EBioscience   | Cat: #17-4801-82  |
| Anti-mouse Ly6C-PE/Cyanine7 Ab     | Biolegend     | Cat: #108416      |
| Anti-mouse CD45-PE Ab              | Biolegend     | Cat: #110707      |
| Anti-mouse CD11c-PE/Cyanine7 Ab    | Biolegend     | Cat: #117317      |
| Anti-mouse MHC II-PE/Cyanine5.5 Ab | EBioscience   | Cat: #36-5321-85  |
| Anti-mouse CD64-BV421 Ab           | Biolegend     | Cat: #139309      |
| Anti-mouse CD45-APC750 Ab          | Biolegend     | Cat: #103154      |
| Anti-mouse FVD-EF506 Ab            | EBioscience   | Cat: #65-0866-14  |
| Anti-mouse CD3- AF700 Ab           | Biolegend     | Cat: #100216      |
| Anti-mouse CD19-Pacific Blue Ab    | Biolegend     | Cat: #115523      |
| Anti-mouse CD206-FITC Ab           | Biolegend     | Cat: #141704      |

Ab: antibody.

**Table S4. RNA sequences for interference with *Itgb6* in TKPTS cells.**

| <b>Target gene</b> | <b>Sequence forward<br/>(5' → 3')</b> | <b>Sequence reverse<br/>(5' → 3')</b> |
|--------------------|---------------------------------------|---------------------------------------|
| Si- <i>Itgb6</i>   | GCAACUUUAGACUGGGCUUT<br>T             | AAGCCCAGUCUAAAGUUGCT<br>T             |

# Supplementary material for: Knockout of integrin αvβ6 protects against renal inflammation in chronic kidney disease by reduction of pro-inflammatory macrophages
**Source:** Cell Death Dis. 2024 Jun 6;15(6):397. doi: 10.1038/s41419-024-06785-5

Fig 2

G

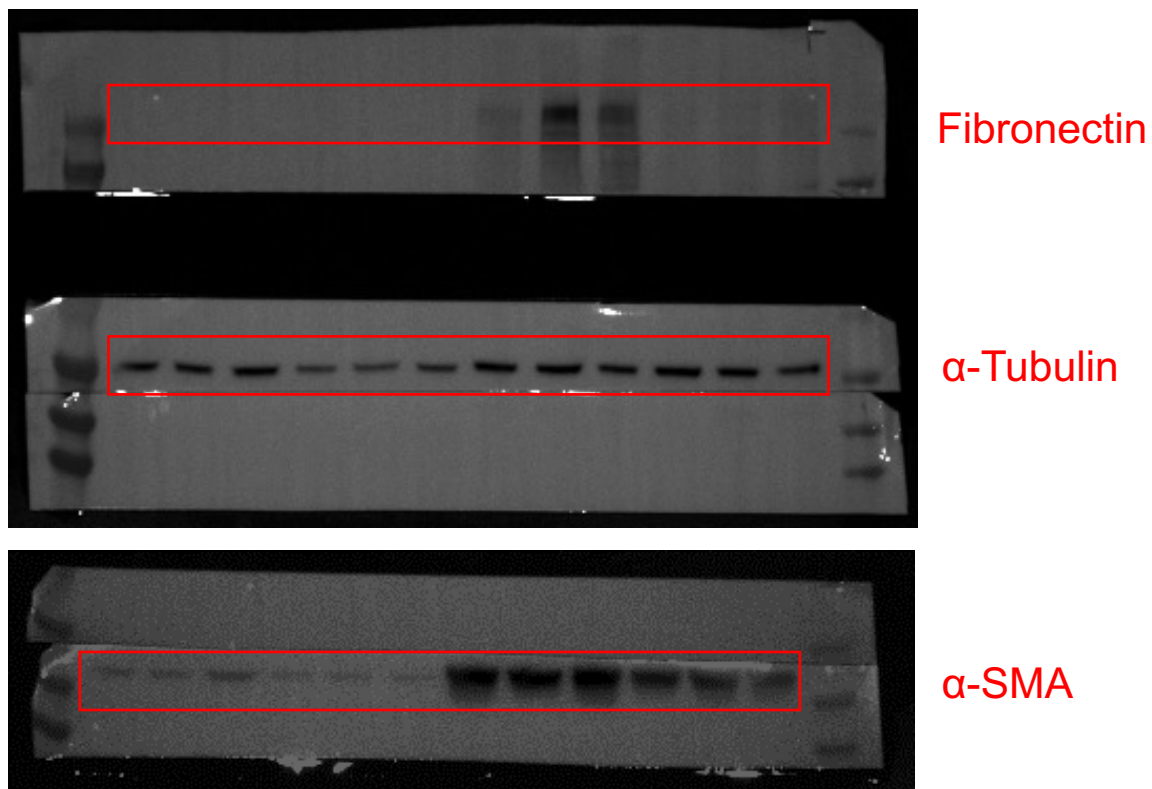

L

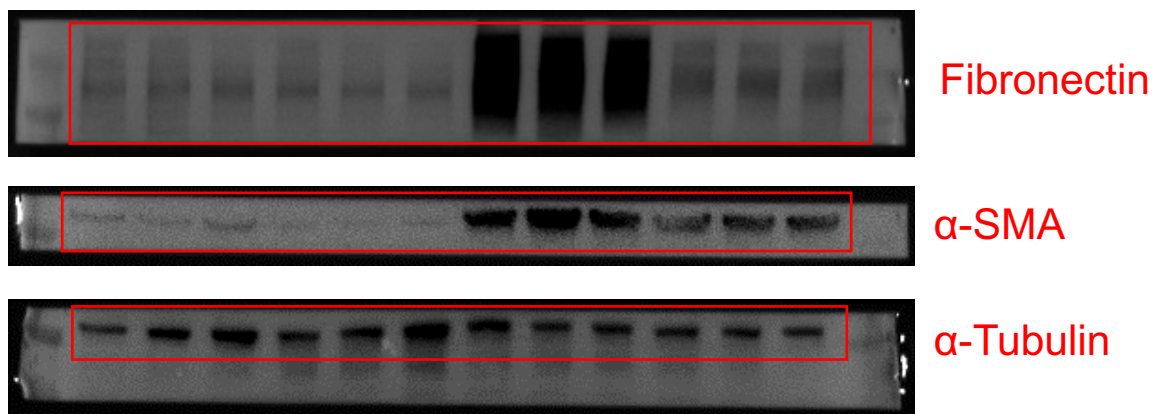

Fig 3

F

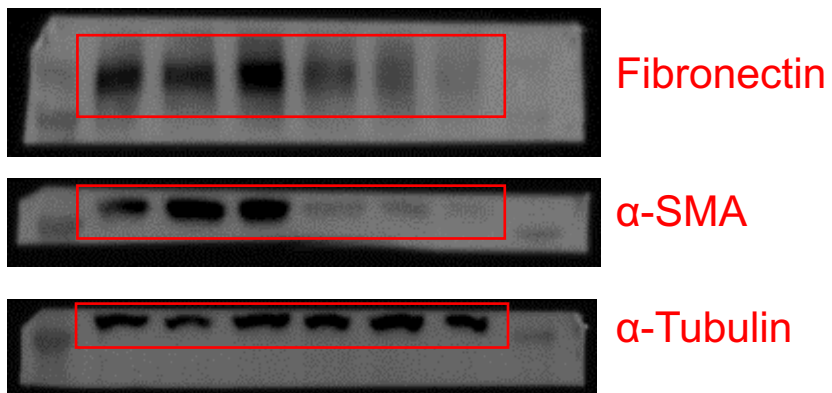

Fig 4

B

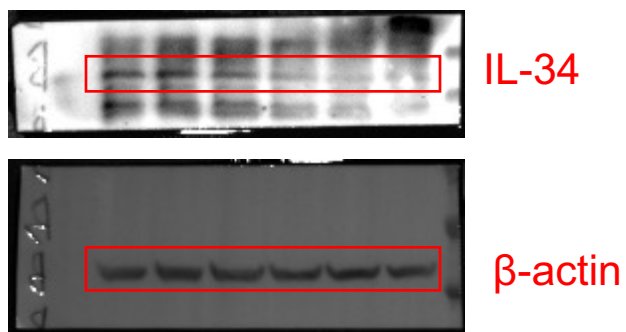

D

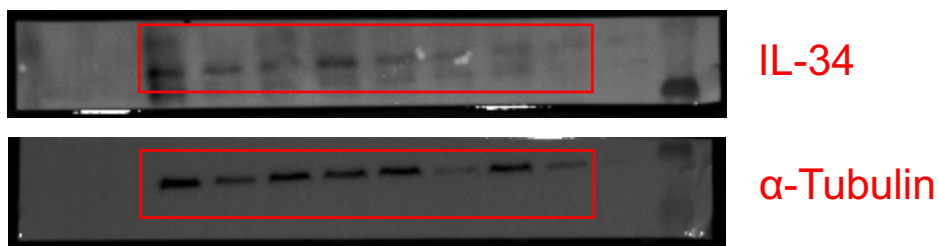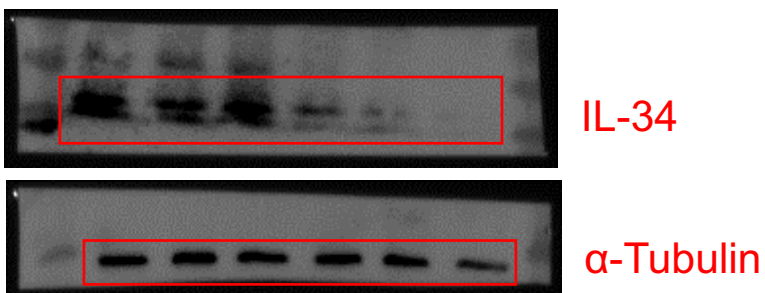

P

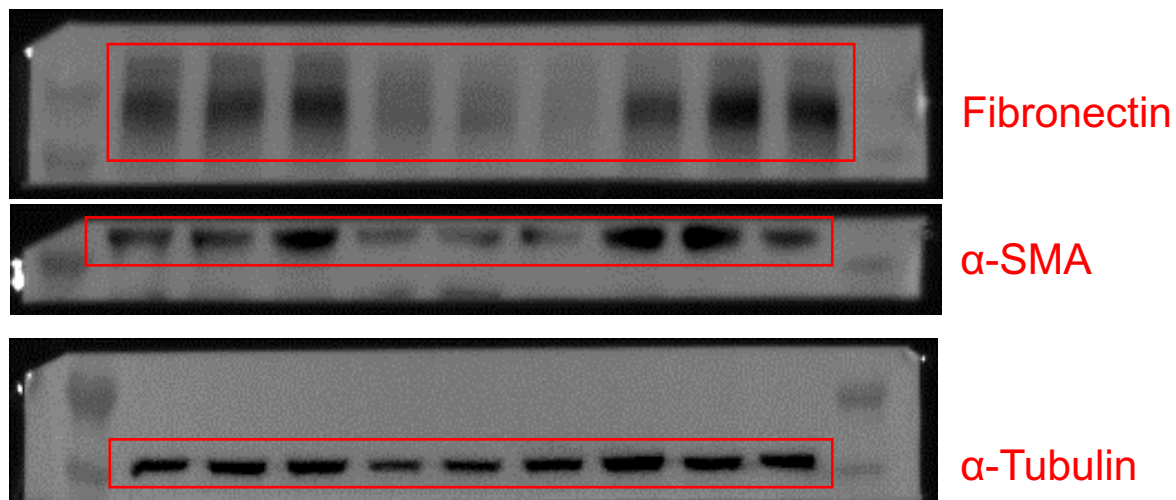

Fig 5

D

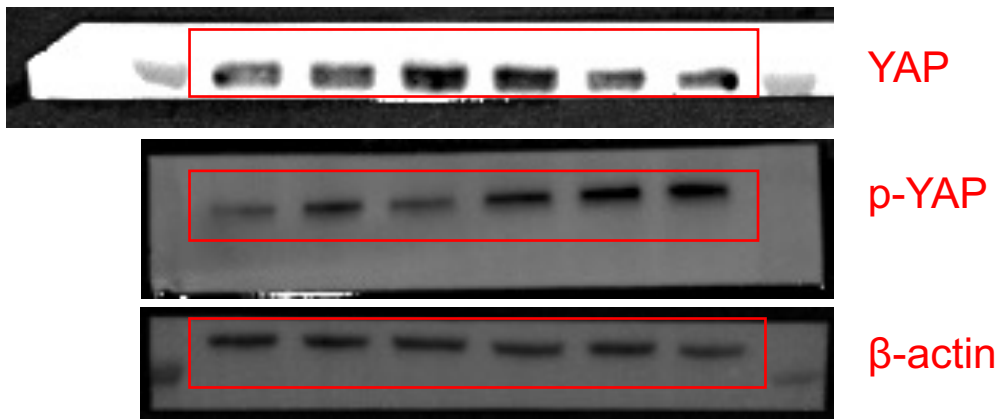

H

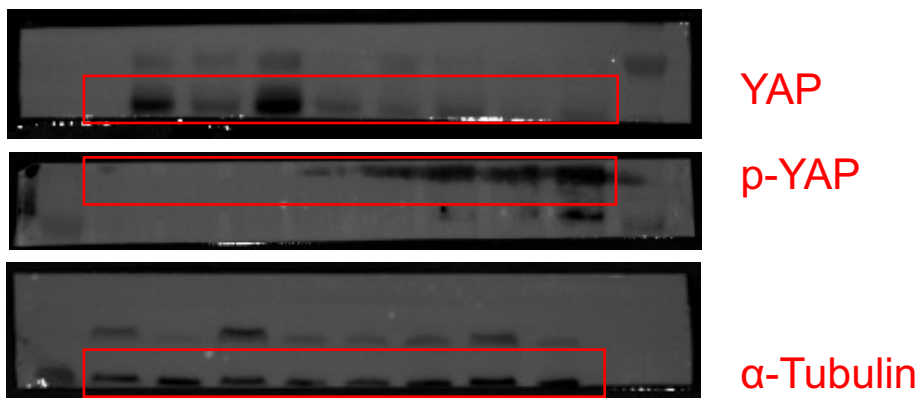

H (Reverse vision)

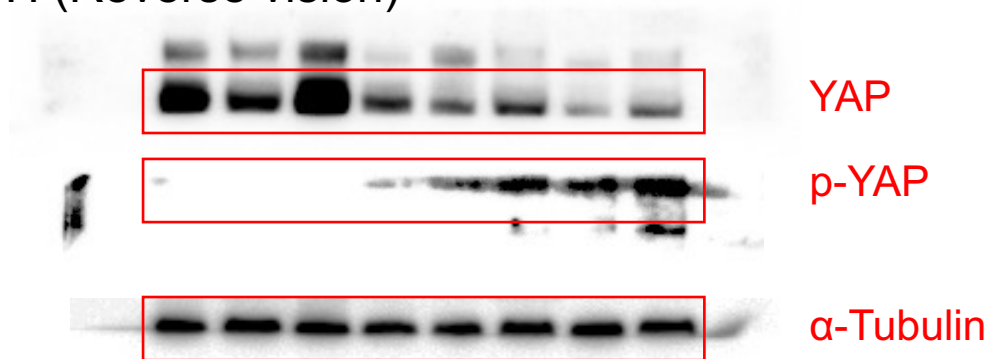

I

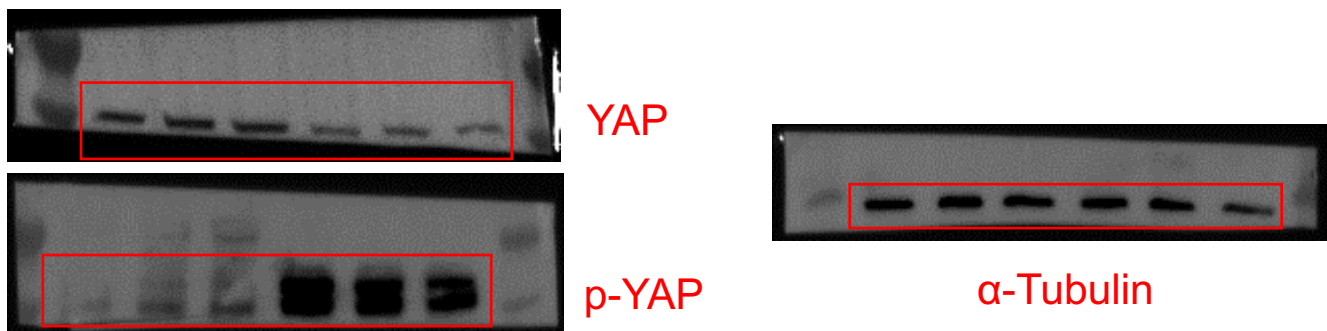

Fig 6

C

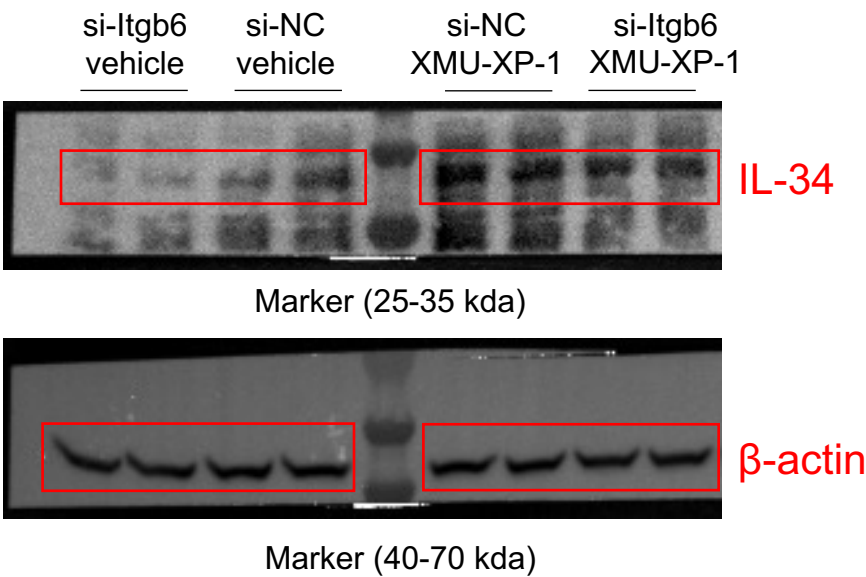

Fig. S2

D

Positive  
control

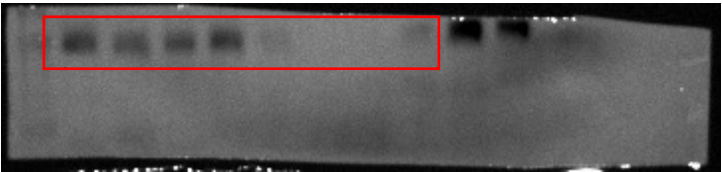

Integrin  $\alpha v \beta 6$

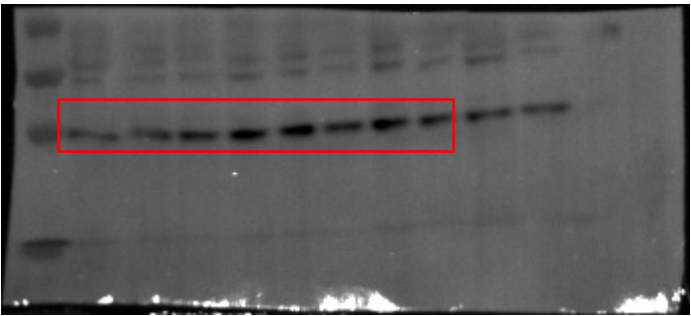

GAPDH

Fig S4

C

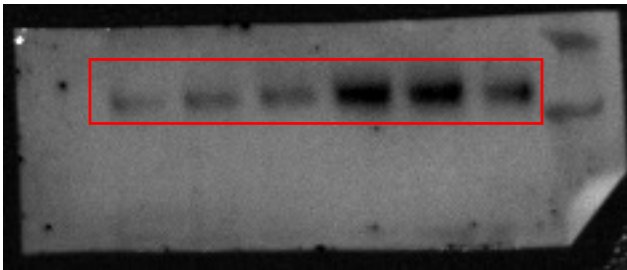

Integrin  $\alpha\text{v}\beta\text{6}$

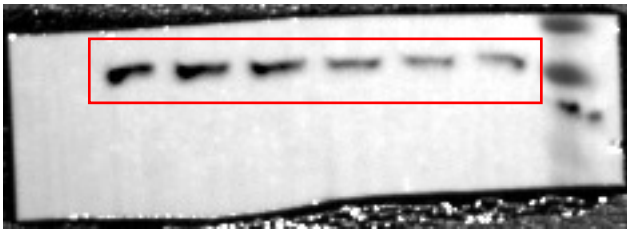

$\beta$ -actin

D

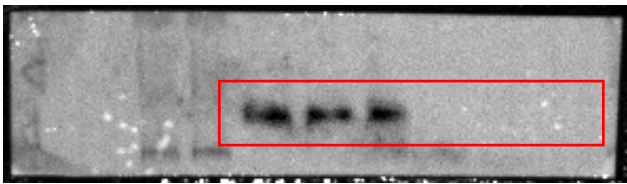

Integrin  $\alpha\text{v}\beta\text{6}$

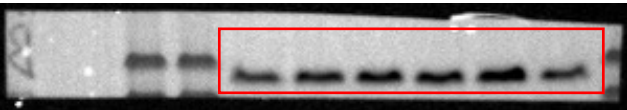

$\beta$ -actin

Fig S5

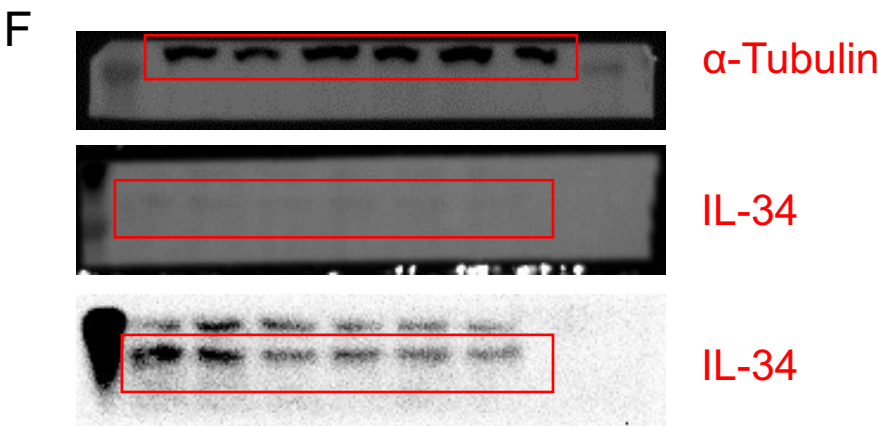

Fig S6

E

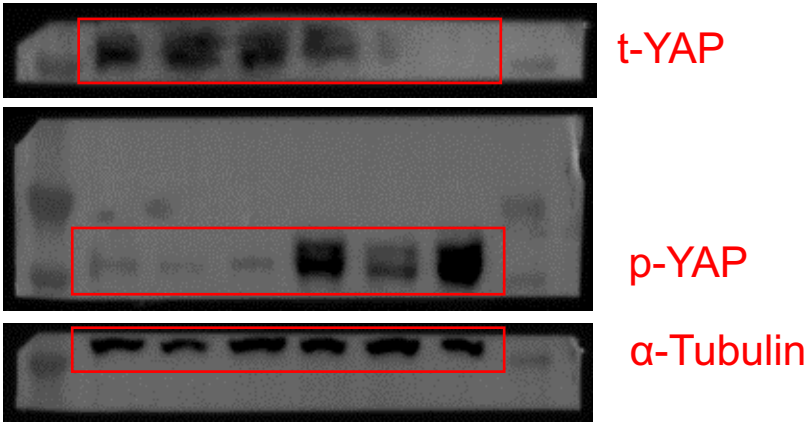

**Supplement:** Supplementary file 2 — Original western blots

How the deposited data were processed for this re-analysis (not part of the article)

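RNA-sequencing was analysed in 4 libraries of TKPTS cells after 24 h of hypoxia and 12 h of reoxygenation, 2 labelled si-NC and 2 labelled si-Itgb6. The authors sequenced polyadenylated RNA in pairs without strand information and deposited estimated counts per gene, which are not normalized and are not whole for 1447 to 1500 genes of each library. The authors also deposited FPKM values, made by them from these libraries, which sum to between 538580.4 and 546173.4 per library; the FPKM values were used in no test. The paper's text does not name the aligner, the counting tool, the genome build or the annotation release. It states that the samples for further analysis were optimized after a cluster analysis, and whether other libraries were made is not known here. It names edgeR and thresholds of an unadjusted p under 0.05 and a fold change over 1.2, which were used as the main setting, but it does not say which edgeR test, normalization or filter was used.

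The estimated counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 11727 of 22063 genes listed, and 15340 genes had at least 1 count. Libraries were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. Standard errors were taken from the log2 fold change and the F statistic of that test, and intervals are at the 95% level. Set tests were camera with a preset correlation of 0.01, camera with an estimated correlation and fry, from limma 3.58.1 on voom values. Enrichment used a one-sided Fisher's exact test, with the background of tested genes or, for KEGG terms, of tested genes with a KEGG pathway in the authors' deposited annotation. DESeq2 1.42.0 was an alternative. The totals were 15435074 to 17220281 counts per library. The common biological coefficient of variation was 0.0551. With 2 libraries per group, no permutation of the labels can reach a p under 0.05.

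The tests were run first on simulated counts drawn from the means and totals of these libraries, in which 198 of 11615 genes tested were changed. The quasi-likelihood test recovered 79.8% of the changed genes at an adjusted p under 0.05 and 90.9% at the unadjusted p with the fold change threshold. The latter thresholds also called 299 unchanged genes. Of the changed genes, 148 were changed at least 2-fold, while the genes called in the real libraries had a median absolute log2 fold change of 0.39. The simulation therefore does not give the recovery at changes as small as most of those called. In a simulated set of 30 genes lowered by 0.5 on the log2 scale, camera called the set lowered and did not call an unchanged set. Those genes were drawn independently of each other. The real median of the YAP/TAZ target genes was -0.064, and what camera would detect at that size was not simulated.

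Coordinates, exon overlaps, transcript sequences and 3' UTRs were taken from GENCODE vM21 (GRCm38), in which 99.6% of the genes listed were found by their identifier. This may not be the annotation the authors used. The siRNA sequence and the qPCR primers are those of the supplementary tables. Seed sites were 7-base matches to positions 2 to 8 of the siRNA antisense strand, and the median log2 fold change of genes with such a site was set against 596 other 7-mers whose number of genes with a site was within 10%. GC content and length of the longest transcript were known for 11709 of the genes tested, and their trends were removed from each library with lowess curves entered as offsets.

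The rule for the genes named in the text was set before the data were examined. It takes Itgb6, the genes the paper names for hypoxic TKPTS cells in Fig. 4A, Fig. 5A and Fig. 5C, the integrin subunits of a list, and the 5 lower and 5 higher genes with the largest log2 fold change. The last, which only the data could give, were taken among genes with an adjusted p under 0.05, groups that do not overlap and a mean of at least 1 CPM in a group. Some genes of the other lists are named where their list is reported, and Csf1r was singled out from its list after its values were seen. The alternatives set before the data were examined were the exact test, the likelihood ratio test and DESeq2; RLE factors and library size only; no filter and a minimum of 10 counts in every library; fold changes over 1.5 and 2; adjusted p-values; and leaving out each library. The KEGG terms and their class, the correction for GC content and length, and a grid of settings were added after the data had been seen.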

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

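The test on estimated counts that are not whole was chosen after these genes had been seen, and the test on GC content and length before its result was seen. Outside the genes the paper discusses for this experiment, the naming rule gave 5 genes that were higher in the libraries labelled si-Itgb6. That rule takes at most 5 higher genes, those with the largest log2 fold change. It requires groups that do not overlap and an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). The number of these genes, their separation and their adjusted p were therefore set by the rule. Their sizes, picked as the largest, may be overstated. Itgb8, the beta subunit of another alpha-v integrin, had 6 and 17 counts in si-NC replicates 2 and 3 and 45 and 28 counts in si-Itgb6 replicates 1 and 3, a log2 fold change of 1.74 (adjusted p = 0.0327). Gm10184 had a log2 fold change of 2.07, Kcnj2 of 1.85, Itpka of 1.63 and Apoe of 1.28. These genes have few counts, between 5 and 68 in each library. Leaving out 1 library at a time gave 1.21 to 2.62 for Itgb8, 1.09 to 2.66 for Gm10184, 1.36 to 2.64 for Kcnj2, 1.44 to 1.85 for Itpka and at least 1.03 for Apoe.

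A trend on GC content or transcript length is argued against as the whole cause of these differences, because with both trends removed the lowest log2 fold change of the 5 genes was 1.38. Itgb8 at 1.63 and Kcnj2 at 1.77 then had adjusted p-values of 0.0884 and 0.0745 (edgeR, Benjamini-Hochberg), so their calls depend on that correction. Counts shared with overlapping or near-identical genes stay open for Gm10184, the 1 gene of the 5 whose estimated counts were not whole, and were not seen for the others. Because Itgb6 mRNA was not lower in the libraries labelled si-Itgb6, a response to the loss of Itgb6 and a difference between the libraries for another reason were not separated.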

How the results depend on the processing

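The alternatives were set before the data were examined, except the correction for GC content and length, the KEGG term and a grid of settings. The exact test, the likelihood ratio test, RLE factors, library size only and both filters kept the numbers of called genes within 1.5 times, from 587 to 695 lower and from 435 to 604 higher. Library size alone changed the share of lower genes among the calls from 54.4% to 61.5%. DESeq2 called 383 lower and 320 higher genes, of which 695 were also called by the quasi-likelihood test, and it gave 302 genes with an adjusted p under 0.05. A fold change over 1.5 left 110 lower and 125 higher genes, a fold change over 2 left 44 and 42, and an adjusted p under 0.05 with the fold change over 1.2 left 240 and 178. These thresholds are stricter by construction. With the GC and length trends removed, 218 genes had an adjusted p under 0.05 and 675 of the 1122 calls were kept.

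The log2 fold change of Itgb6 stayed between -0.10 and 0.09 across the 4 fits that each left out 1 library, that of Il34 between -0.05 and 0.18, and that of Yap1 between -0.44 and -0.17. The value of Yap1 nearest 0 came without si-NC replicate 2. Without si-Itgb6 replicate 1, Mob1b had 0.16 and Lats1 0.18, against 0.30 and 0.28 with all libraries. The adjusted p of Lats1 was above 0.05 with DESeq2, RLE factors, library size only and the GC and length trends removed. That of Mob1b was under 0.05 with the exact test (0.0393), the likelihood ratio test (0.0386) and both filters (0.0165 and 0.0368). It stayed above 0.05 with DESeq2 (0.145), RLE factors (0.0709), library size only (0.101) and the GC and length trends removed (0.385). The adjusted p of Wtip was under 0.05 with the likelihood ratio test (0.0481) and with no other alternative that gave one. With DESeq2 the log2 fold change of Yap1 was -0.31 with an adjusted p of 0.0614, against 0.0239 with edgeR; the cause was not tested. The adjusted p of Itgb6 and of Il34 stayed above 0.05 under every alternative that gave one.

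The Hippo components among called genes had an odds ratio of 3.95 with DESeq2, 4.19 with adjusted p-values and 3.19 with the KEGG term in place of the list, which took the exact p under 0.05. With a fold change over 1.5 or over 2, 0 members of the list and 0 of the KEGG term were called, an odds ratio of 0. With the GC and length trends removed, the odds ratio was 1.44 for the list and 1.93 for the KEGG term. Among the 29 terms of the class Signal transduction, a choice made after the results had been seen, it ranked first by exact p, except at rank 2 with library size only, rank 7 with the GC and length trends removed, and with fold changes over 1.5 and 2, which called 0 of its genes. The median of the YAP/TAZ target genes was -0.064 under an estimated correlation and under fry, which took the shift above the threshold, was -0.0059 with the GC and length trends removed, and ranged from -0.10 to 0.015 across the 4 fits that each left out 1 library. It was -0.0021 without si-NC replicate 2 and 0.015 without si-Itgb6 replicate 3. Across the same fits the median of the Hippo components ranged from -0.066 to 0.015 and that of the macrophage activators from 0.056 to 0.17. Genes with a site for the siRNA antisense seed anywhere in the transcript had a median of -0.022 and passed the threshold of camera, for which the cause was not tested. Genes with a site for the sense seed in the 3' UTR had a median of 0.040, the opposite direction, at percentile 82.9 of 1000 other 7-mers and 65.1 of the 358 with the same GC content, whose median was 0.038, so this value does not stand out from 7-mers of that GC content.

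With library size only, the log2 fold change of Tead2 was -0.0018 and that of Itgb1 -0.014, with the sign reversed. With the GC and length trends removed, the sign was reversed for Tead3 (0.075), Hmgb1 (-0.0017), Mif (0.067), Itgb1 (-0.028) and Itgb5 (0.020); the cause was not tested, and none of these genes passed an adjusted p of 0.05. Over the other named genes, 6 results became weaker and 9 stronger. DESeq2 gave no adjusted p for 20 of the 37 named genes tested, which were left out of these counts.

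After the data and the paper's counts had been seen, 81 combinations of normalization, filter, test, dispersion and fold change were also tried, and none was adopted. They gave from 23 to 1098 lower and from 34 to 957 higher genes. In 7 of them both counts came within 1.5 times of the paper's. These were DESeq2 without a filter, with 349 lower and 292 higher genes, and exact tests without a filter at a fold change over 1.5. The exact tests with the common dispersion gave 308 lower and 351 higher genes with library size only, 288 and 371 with RLE factors and 283 and 379 with upper quartile factors. With a dispersion of 0.01 they gave 298 and 338, 278 and 361, and 273 and 370.

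No paired analysis was possible because the groups, with replicates 2 and 3 and replicates 1 and 3, share only 1 replicate number. Drawing every library down to the smallest total left 1121 called genes and 481 genes with an adjusted p under 0.05, against 1122 and 542; what a greater depth would add was not tested.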

Differences from the paper's values

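The paper reports 365 lower and 256 higher genes, and 610 lower and 512 higher genes were found here at the thresholds it states. Of the alternatives set before the data were examined, DESeq2 gave 383 and 320, within 1.5 times of both of the paper's counts, and adjusted p-values gave 178 higher genes, within 1.5 times of the paper's, but 240 lower genes; the exact test, the likelihood ratio test, RLE factors, library size only, both filters and fold changes over 1.5 and 2 stayed outside for both. The removal of GC and length trends, chosen after seeing the values, gave 421 lower genes, within 1.5 times of the paper's. It gave 422 higher genes, which was outside. Of the combinations tried after seeing the values, 7 of 81 came within 1.5 times of both counts. These were DESeq2 without a filter and 6 exact tests without a filter at a fold change over 1.5.

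The paper's volcano plot places Ajuba at a log2 fold change of about -1.4, Yap1 at about -1.0, Wtip at about -1.1 and Mob1b at about 1.0 in Fig. 5A, read by eye, and the values here were -0.55, -0.31, -0.37 and 0.30, or -1.47, -1.24, -1.29 and 1.23 as signed fold changes without a log, a scale tried after seeing the values. None of the alternatives set before the data were examined closed the gaps on the log2 scale, where the figure's values were 2.53 to 3.29 times those here, and natural or decimal logs would widen them. The signed fold changes are within 1.5 times of the figure's, but that scale has no values between -1 and 1, where the figure, whose axis is labelled log2, places many genes. The lines for the fold change in the figure stand at about 0.65 on either side of 0, while the log2 of the stated 1.2 is 0.263. The gene ratio of the Hippo signaling pathway is about 0.14 in Fig. 5B, read by eye, where the term is printed as Hippo signaling pathway. The deposited annotation has 3 terms whose name begins so, and which of them the figure shows is not stated. The ratio here was 0.0949 for Hippo signaling pathway and 0.141 for Hippo signaling pathway - fly, both within 1.5 times of the paper's and both computed after seeing the values, and 0.214 for Hippo signaling pathway - multiple species, counted as called genes over the genes of the term in the deposited annotation. The last was 0.143 with adjusted p-values, the one alternative set before the data were examined under which it came within 1.5 times of the paper's, and 0.107 with the GC and length trends removed, which was chosen after seeing the values.

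The paper states in its results that the Hippo signaling pathway was enriched among the terms of signal transduction, and in its discussion, without naming that limit, that it was the most affected. Here Hippo signaling pathway - multiple species stood at rank 4 of 345 terms with a Benjamini-Hochberg adjusted p of 1 (one-sided Fisher's exact test), and at rank 1 of the 29 terms of the class Signal transduction, which was chosen after seeing the values, with an adjusted p of 0.532 within it, or 0.0567 with DESeq2. The term of the name that Fig. 5B prints, Hippo signaling pathway, stood at rank 31 of 345 and rank 8 of 29 (exact p = 0.175). Under DESeq2, adjusted p-values or the KEGG term in place of the list, the exact p of Hippo components fell under 0.05. With the GC and length trends removed, 3 of the 30 tested components of the list were called (odds ratio 1.44, exact p = 0.367). With a fold change over 1.5 or over 2, 0 of the 30 were called. The paper states that the siRNA lowered Itgb6, by qPCR and western blot, and that Il34 fell with it in hypoxic TKPTS cells. In these libraries the log2 fold change of Itgb6 was -0.0051 and that of Il34 was 0.07. The adjusted p of both genes stayed above 0.05 under every alternative that gave one. For the qPCR of Il34 the legend of Fig. 4A gives 24 h of hypoxia and names no reoxygenation, while the sequenced cells had 12 h of it. The time and the samples may therefore differ between the 2 measurements.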

Other observations

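The tests on the range of Itgb6, its interval, the genes without a seed site, the calls of single genes and of adjusted p-values after the GC correction, the estimated counts that are not whole, and Csf1r were chosen after the result had been seen. Itgb6 mRNA was not lower in the libraries labelled si-Itgb6. A swap of 1 library between the groups is argued against, because the lowest library was at 0.876 of the highest, within the spread that counting and the fitted dispersion give. Too few counts are argued against, because the 95% confidence interval of the log2 fold change ended at -0.27, above a halving. Exons of 0 other genes overlap those of Itgb6 in GENCODE vM21, which argues against counts of a neighbour. It stays open whether the siRNA acted on the protein alone, whether its effect on the mRNA had passed when the RNA was taken, or whether these 4 libraries hold cells in which Itgb6 was not silenced; no test here separates these.

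The log2 fold changes fell with the GC content of the transcripts, with a Spearman's rho of -0.364 across genes. Between replicates of a group the rank correlation was at most 0.0773 in size, while every pair of libraries from different groups had one between -0.272 and -0.325. The trend thus follows the grouping, and with 4 libraries it cannot be told apart whether it came from preparing the groups separately or from the transfection. The trend is argued against as the whole cause of the calls at the unadjusted p, of which 60.2% were kept without it, and of the lower Yap1 and Ajuba, whose larger adjusted p was 0.0328 (edgeR, Benjamini-Hochberg). It may account for part of the result, since 34.5% of the 542 genes with an adjusted p under 0.05 kept it and 0 of Wtip, Mob1b and Lats1 were still called. Removing the trend would also remove a biological effect that follows GC content.

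A difference in depth between the libraries is argued against as the source of the calls at the unadjusted p, since 1121 genes were called with all libraries drawn down to the smallest total; 481 genes then had an adjusted p under 0.05, against 542. Of the 3 ways to split the libraries into pairs, 1 gave as many as 542 genes with an adjusted p under 0.05, the real one, while the others gave 1 and 0. At the unadjusted p with the fold change threshold, the real split gave 1122 calls and the others gave 114 and 192. With 3 splits the share cannot fall under 0.05, so this does not decide.

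A seed-matched effect of the siRNA on other genes is a candidate explanation for part of the lower genes. The 2473 tested genes with a site for the antisense seed (CTGGGCT) in the 3' UTR had a median log2 fold change of -0.026 against 0.0063 for genes without one, at percentile 3.02 of 596 other 7-mers and 3.53 of the 85 with the same GC content. The limit of 5% was not set beforehand. The median became -0.0089 with the GC and length trends removed, and camera did not pass its threshold. Of the genes called lower, 31.1% had a site, against 21.1% of the genes tested. These shares were not matched for GC content or 3' UTR length. A seed-matched effect is argued against as the whole cause, since 68.9% of the genes called lower had no site. The 3' UTRs of Yap1, Ajuba and Wtip hold 0 sites.

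Of the called genes with more than a 2-fold change, 30.2% had estimated counts that were not whole, against 13.8% of the genes tested (two-sided Fisher's exact test, p = 0.000100). This is consistent with counts shared between overlapping or near-identical genes for some of the largest changes, such as Pakap and Gm49450.

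Csf1r, which encodes a receptor of IL-34, had 449 and 468 counts in si-NC and 418 and 365 counts in si-Itgb6. RNA from macrophages is argued against as its source, since their abundant transcripts Lyz2, Ctss, Fcer1g and Tyrobp had a mean of 1.5 counts per library. Most of these counts lay in si-Itgb6 replicate 1, with 11 for Lyz2, 10 for Ctss and 2 for Tyrobp. These transcripts had 0 counts in both si-NC libraries, where Csf1r had 449 and 468. Exons of 1 other gene, Hmgxb3, overlap those of Csf1r, and without strand information reads of that gene stay a possible explanation. No biological explanation was tested.

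The paper measured Hippo components by qPCR (Fig. 5C) and does not say whether in the samples sequenced. In these libraries Yap1 was lower, Lats1 was higher at 0.28, and the other 8 genes of that panel were not called. Of the 16 macrophage activators of Fig. 4A, 9 were tested, with a median log2 fold change of 0.11 (camera adjusted p = 0.281 over 12 lists). Csf2 at 1.02 and Ccl20 at 0.28 were called higher, with adjusted p-values of 0.254 and 0.0595 over all genes from edgeR. Leaving out 1 library at a time gave 0.66 to 1.31 for Csf2, lowest without si-Itgb6 replicate 1. With the GC and length trends removed Ccl20 had 0.13 (adjusted p = 0.487, edgeR, Benjamini-Hochberg) and was no longer called. Csf2 then had 0.92 (adjusted p = 0.375), and the median of the list was 0.067. In this list 1 gene had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested.

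Of the other lists, written before the data were examined, the interferon response had a median log2 fold change of 0.15 (camera adjusted p = 0.0450, estimated correlation p = 0.227, fry adjusted p = 0.409 from limma) and the genes of Fig. 5A one of -0.34 (camera adjusted p = 0.0450, fry adjusted p = 0.406); the latter were picked by the study from these libraries. The hypoxia response had -0.04 (camera adjusted p = 0.104), the TGF-beta response -0.07 (0.281), proliferation 0.00014 (0.989), the integrin subunits -0.02 (0.913), the genes of Fig. 5C 0.03 (0.913), the macrophage markers -0.15 (0.989) and the proximal tubule markers 0.02 (0.585). Of these calls of camera, none held under fry after adjustment. Among the 17 tested interferon response genes, Ifit1, Ifit2, Ifit3 and Oasl2 were called higher and 0 were called lower. Ifit3 alone of them had an adjusted p under 0.05 over all genes (0.000572, edgeR, Benjamini-Hochberg). With the GC and length trends removed the median of that list was 0.15. Of the 15 listed markers of the proximal tubule, 9 were tested. Aqp1, with 387 to 633 counts, was called higher at 0.59 (adjusted p = 0.000617, edgeR, Benjamini-Hochberg). Havcr1 and Pax8 had at least 3791 and 4682 counts in each library. Slc34a1, Slc5a2 and Slc5a12 had 0 counts in all 4 libraries.

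In Table S2 the primers listed for Mif have the sequences of those listed for Il1b and match Il1b transcripts of GENCODE vM21. The forward primer listed for Mst1 matches the gene Mst1 and not Stk4, the kinase that the pathway's name refers to, and its reverse primer matched no transcript. The primers listed for Taz match Wwtr1.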
